# PRY-1/Axin signaling regulates lipid metabolism in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pone.0206540

**Published:** 2018-11-07

**Authors:** Ayush Ranawade, Avijit Mallick, Bhagwati P. Gupta

## Abstract

The nematode *Caenorhabditis elegans* constitutes a leading animal model to study how signaling pathway components function in conserved biological processes. Here, we describe the role of an Axin family member, PRY-1, in lipid metabolism. Axins are scaffolding proteins that play crucial roles in signal transduction pathways by physically interacting with multiple factors and coordinating the assembly of protein complexes. Genome-wide transcriptome profiling of a *pry-1* mutant revealed differentially regulated genes that are associated with lipid metabolism such as vitellogenins (yolk lipoproteins), fatty acid desaturases, lipases, and fatty acid transporters. Consistent with these categorizations, we found that *pry-1* is crucial for the maintenance of lipid levels. Knockdowns of *vit* genes in a *pry-1* mutant background restored lipid levels, suggesting that vitellogenins contribute to PRY-1 function in lipid metabolic processes. Additionally, lowered expression of desaturases and lipidomic analysis provided evidence that fatty acid synthesis is reduced in *pry-1* mutants. Accordingly, an exogenous supply of oleic acid restored depleted lipids in somatic tissues of worms. Overall, our findings demonstrate that PRY-1/Axin signaling is essential for lipid metabolism and involves the regulation of yolk proteins.

## Introduction

Axin was identified initially as a negative regulator of the WNT-signaling pathway [1]. Subsequently, Axin family members were shown to also be essential in numerous developmental events including embryogenesis, axis formation, cell differentiation, and tissue homeostasis [2–5]. As a scaffolding protein Axin plays a key role in the regulation of canonical WNT pathway function. It contains multiple domains that facilitate homodimerization and interactions with the destruction-complex proteins Dishevelled, APC, and GSK-3β [4, 6]. In turn, the destruction complex initiates the phosphorylation and consequent proteolysis of the transcriptional regulator β-Catenin, which promotes expression of WNT target genes [4, 6]. Constitutive activation of β-Catenin, consequent to the loss of destruction-complex function, is often associated with cancers and various other disorders affecting the lungs, heart, muscles, and bones [4]. Thus, Axin function is crucial toward ensuring precise regulation of β-Catenin-mediated WNT signaling. In addition to WNT pathway components, Axin homologs also interact with various other factors such as Smad3, MEKK4, and LKB1 to affect diverse processes, for example cell proliferation, metabolic homeostasis, and tissue aging [7–10]. However, the mechanism of Axin function in these processes is not fully understood.

In *Caenorhabditis elegans*, PRY-1 is a member of the Axin family that is involved in multiple events such as cell fate specification, neuronal differentiation, and tissue formation [11–13]. Molecular genetic experiments have shown that PRY-1 interacts with APR-1/APC and GSK-3/GSK-3β to regulate BAR-1/β-Catenin-mediated gene transcription [14]. The phenotypes of *pry-1* mutants are consistent with overactivation of WNT signaling, such as Q cell migration and vulval induction [13, 14]. Our group has been investigating *pry-1* role in developmental as well as post-developmental processes. To identify genes that interact with *pry-1*, we performed a genome-wide transcriptome profiling experiment. Among the genes that were differentially expressed many were found to be associated with lipid metabolism. Consistent with this, *pry-1* mutant animals showed reduced lipid level. We examined a subset of differentially regulated genes, specifically yolk lipoproteins vitellogenins (VITs), which are important for lipid distribution [15], in mediating *pry-1* function. Knockdowns of *vit* genes by RNA interference (RNAi) rescued lipid defects in *pry-1* mutants. We also found that the expression of three conserved stearoyl-CoA-desaturases, *fat-5*, *fat-6*, and *fat-7*, which are involved in the synthesis of monounsaturated fatty acids such as oleic acid (OA) [16–18], was reduced in *pry-1* mutants. In support of this, supplementing the bacterial diet of mutant animals with OA partially rescued the lipid phenotype. These results provide evidence for the important role of PRY-1 in lipid metabolism through the regulation of vitellogenesis.

## Materials and methods

### Strains

Worms were grown on standard Nematode Growth Medium (NGM) agar plates using procedure described previously [19]. Cultures were maintained at 20 °C unless mentioned otherwise. The *mu38* allele of *pry-1* was obtained from CGC. All strains were outcrossed at least three times before doing the experiments.

The genotypes of the strains used in this study are: N2 (wild-type), DY220 *pry-1(mu38) I*, DY656 *pry-1(mu38) I; ldrIs2[mdt-28p*::*mdt-28*::*mCherry]*, EW15 *bar-1(ga80) X*, LIU2 *ldrIs2[mdt-28p*::*mdt-28*::*mCherry]*, PS4943 *huIs[dpy-20;hsp16-2*::*dNT-bar-1]; syIs148[pT00*.*49 + unc-119(+)]*, RB1982 *vit-1(ok2616) X*, RB2365 *vit-2(ok3211) X*, RB2202 *vit-4(ok2982) X*, RB2382 *vit-5(ok3239) X*, STE68 *nhr-49(nr2041) I*, STE70 *nhr-80(tm1011) III*.

### Heat shock treatments

For lipid quantification, *hsp-16-2*::*dNT-bar-1* (termed as *hs*::*dNT-bar-1*) animals were age synchronized and grown at 20 °C till young adult after which they were heat treated at 38 °C for 30 min or 30 °C for 12 hours. Subsequently, the animals were incubated at 20 °C for one hour before carrying out lipid staining. For qPCR analysis, *hs*::*dNT-bar-1* eggs were incubated for 16 hours. The hatched L1 animals were heat treated at 38 °C for 30 min. They were then allowed to recover for 90 min at 20 °C prior to extraction of RNA.

### Molecular Biology

For qRT-PCR experiments mRNA was extracted from bleach synchronized worms by Tri-reagent (Catalog Number T9424, Sigma-Aldrich Canada) according to the manufacturer’s instructions. cDNA was synthesized from total RNA using oligo (dT) primers and other reagents in the ProtoScript First Strand cDNA Synthesis Kit (Catalog Number E6300S, NEB, Canada). Quantitative real-time PCR (qRT-PCR) analysis was performed on a CFX 96 BioRad cycler in triplicate with SensiFAST SYBR Green Kit (Catalog Number BIO-98005, USA), according to manufacturer’s instructions. *pmp-3* was used as a reference gene in all assays. CFX manager was used for the Ct and *p*-value calculations. The primers used in this study are listed in S1 Table.

### RNAi

For RNAi experiments, *Escherichia coli* HT115 expressing target specific dsRNA were grown on plates containing β-lactose [20]. Worms were age synchronized by bleach treatment and seeded onto plates. After becoming young adults, worms were transferred to fresh plates every other day and the numbers of dead worms were recorded. For adult specific RNAi, synchronized worms were cultivated on NGM/OP50 plates until the young adult stage and then transferred to the RNAi plates.

### Lipid analysis by Oil Red O staining and fluorescence measurements

Oil Red O (Sigma-Aldrich, Canada, Catalog number O0625-25G**)** staining was performed as previously reported [21]. Briefly, worms were collected from NGM plates, washed with 1x phosphate-buffered saline (PBS) buffer (pH 7.4), and re-suspended in 60 μl of 1x PBS, 120 μl of 2x MRWB buffer (160 mM KCl, 40 mM NaCl, 14 mM Na_2_-EGTA, 1 mM spermidine-HCl, 0.4 mM spermine, 30 mM Na-PIPES [Na-piperazine-*N*, *N*′-bis (2-ethanesulfonic acid); pH 7.4], 0.2% β-mercaptoethanol), and 60 μl of 4% paraformaldehyde. The worms were then freeze-thawed three times and washed twice with 1x PBS. They were then incubated at room temperature in 60% isopropyl alcohol for 10 minutes for dehydration and stained with freshly prepared Oil Red O solution for at least 48 hours on a shaker. For direct and consistent comparison, all Oil Red O images from the same experiment were acquired under identical settings and exposure times. Animals were mounted and imaged using Q-imaging software and a Micropublisher 3.3 RTV color camera outfitted with DIC optics on a Nikon 80i microscope. NIH ImageJ software (https://imagej.nih.gov/ij/) was used to quantify Oil Red O intensities as described previously [21]. A total of 15 to 30 worms were randomly selected from each category in at least two separate batches.

For lipid quantification using fluorescent mCherry marker, animals were paralyzed in 10 mM Sodium Azide and mounted on glass slide carrying 2% agar pads. Images were acquired using NIS Element software (Nikon, USA) and a Hamamatsu Camera attached to a Nikon Eclipse 80i upright Nomarski microscope. At least two batches of animals, each containing 20 or more, were examined. All images were acquired under fixed software settings. Quantification of pixel densities was performed using Image J.

### Brood assay

Worms were bleach synchronized and allowed to grow to L4 stage for determining the progression of egg-laying and the brood size. Individual worms were picked onto a separate NGM plate with *E*. *coli* OP50 bacteria and allowed to grow for several days. Worms were transferred routinely to freshly seeded NGM plates and progeny were counted every 24 hours. Data from escaping or dying mothers were omitted from the analyses [22].

### Oleic acid supplementation assay

To make Oleic acid (OA) supplemented NGM agar plates, a 0.1 M water-based stock solution of OA sodium salt (NuCheck Prep, USA, Catalog number U-46-A) was prepared and stored at –20 °C in the dark. The OA solution was added continuously to the NGM and promptly poured into the plates. The plates were covered with aluminum foil and kept at room temperature overnight to dry. The *E*. *coli* OP50 strain was seeded onto each plate and allowed to further dry for one to two days in the dark. Oil Red O staining was performed as described above [23].

### Lipase assay

Lipase activity was estimated using commercially available QuantiChrom Lipase Assay Kit (BioAssay Systems, USA, Catalog number DLPS-100) and processed according to the manufacturer’s instructions. 1 unit of Lipase catalyzes the cleavage of 1 μmol substrate per minute. Three independent samples of one-day-adult worms were prepared by homogenizing in a solution (20% glycerol, 0.1 M KCl, 20 mM HEPES pH 7.6). Measurements were done as described earlier [24].

### L1 survival assay

Worms were bleach synchronized and kept in a 1.5 ml centrifuge tube. The progeny were seeded onto NGM plates approximately 24 hours later and transferred regularly for 12 days. Worms were grown to young adult stage before counting the survivors. The data was statistically compared using an analysis of covariance (ANCOVA) model.

### RNA-Seq and data analysis

*pry-1* targets were examined in synchronized L1 stage animals. At this stage WNT ligands, receptors, and targets are highly expressed as revealed by microarray studies from SPELL database [25, 26] (S1A–S1D Fig). Also, our qRT-PCR experiments showed significant upregulation of three of the WNT targets, *lin-39*, *egl-5* and *mab-5*, in *pry-1* mutants at L1 stage (S1D Fig). The *pry-1* transcriptome profile can be found in the GEO archive with accession number GSE94412. For RNA-Seq experiments synchronized L1 stage animals were obtained by two successive bleach treatments and RNA was isolated using Trizol-reagent (Sigma, USA, Catalog Number T9424) [27]. The quality of total purified RNA was confirmed using bioanalyzer (Agilent 2100 and Nanodrop 1000). cDNA libraries were constructed from 100–200ng mRNA using an Illumina-specific commercial kit (TruSeq RNA Sample Preparation Kit v2, Set A, Catalog number RS-122-2001). RNA sequencing was carried out using Illumina Hi-Seq 2000 system at the McGill University Genome Quebec sequencing facility. For each of the N2 and *pry-1(mu38)* strains two biological replicates were used. For each cDNA library, 100 bp paired-end reads were obtained. In total, 30 to 38 million reads were obtained for each sample analyzed for differential gene expression.

The adapters were trimmed using cutadapt/trimgalore, reads with QC values (Phred score) lower than 30 bases were discarded after trimming [28]. Later, processed sequencing reads were mapped to the reference genome (ce6) (UCSC 2013) using the software package Bowtie 1.0.0 [29]. 92–95% of total sequenced fragments could be mapped to the genome (S2 Table). Transcript-level abundance estimation was performed using eXpress 1.5 software package [30]. 

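The table of counts lists 19913 genes by symbol or sequence name for the 4 libraries, and 19212 of them had at least 1 count in at least 1 library. Taken by library, 17946 and 18606 genes had a count in N2 replicates 1 and 2, and 18140 and 18358 genes in *pry-1(mu38)* replicates 1 and 2.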

Among all genes analyzed, we were able to map 18,867 to known transcripts by at least one sequencing fragment in *C*. *elegans*. To avoid biases between samples, the gene counts were quantile normalized [28, 31]. Using a negative binomial distribution model of DESeq package in R, differentially-expressed genes were called at a false discovery rate (FDR) of 0.05% [32].

GO analysis was carried out with default setting using GoAmigo (http://amigo.geneontology.org). A GO-term containing at least three genes with a *p*-value adjusted for multiple comparisons and < 0.05 (Benjamini-Hochberg method) was counted significant [33]. Tissue enrichment analysis was performed using Wormbase online TEA tool that employs a tissue ontology previously developed by WormBase [34].

### Gas chromatography mass spectrophotometry (GC-MS)

We modified the fatty Acid analysis protocol from a previously published method [16, 35]. Eppendorf tubes, glass vials or any containers used for the extraction process were sonicated in dichloromethane (Caledon Laboratories Ltd., Canada, Catalog number 3601-2-40) for 30 minutes to eliminate lipid contamination. To determine FA composition, we collected few thousand adult worms from three 6-cm plates and removed residual bacteria by washing the animals with sterile water. Washed worms were placed into a screw-capped centrifuge tube and spun at 2,500 RPM for 45 seconds. The residual water was removed using a Pasteur pipette and worms were transferred to glass vials (Agilent, part number 5182–0714) and accurately weighed to 50–100 mg. Fatty acids were then extracted from tissues and transmethylated by adding 1 ml of 2.5% H_2_SO_4_ (Caledon Laboratories Ltd., Canada, Catalog number 8825-1-05) diluted in methanol (Caledon Laboratories Ltd., Canada, Catalog number 6701-7-40). We spiked the samples with 10 μl of a recovery standard (stearic acid 120 ng/μl, Sigma-Aldrich Canada, Catalog number S4751-1G) and incubated at 80 °C for an hour in a water bath. To this, a mixture of 0.2 ml of hexane (Caledon Laboratories Ltd., Canada, Catalog number 3201-7-40) and 1.5 ml of water was added and slowly spun to extract fatty acid methyl esters into the hexane layer. Agilent 6890 series gas chromatographer equipped with a 30 × 0.25 mm SP-2380 fused silica capillary column (Supelco USA), helium as the carrier gas at 1.4 ml/minute, and a flame ionization detector was used for fatty acid analysis. Automatic injections of 1 μl samples in the organic phase were made, without splitting, into the GC inlet set to 250 °C. The thermal program began at 50 °C for 2 minutes, then increased linearly to 300 °C at a ramping rate of 8 °C/minute and held this temperature for 15 minutes. A constant flow rate of 1 ml/minute helium carrier gas under electronic pressure control was maintained for the fatty acid composition determination by TIC method using standard software. For quantitation of fatty acids, the peaks across all GC-MS runs were aligned using both chromatographic information (retention times) and mass-spectral data (m/z components) to establish the chemical identity of peaks being compared. We calculated the relative fatty acid amounts by dividing each peak area by the sum of areas for all fatty acid peaks appearing on the same chromatogram. For each fatty acid, the quantities determined by GC-MS were successively normalized in two ways: 1) to an internal standard naphthalene-d8, 10 ng/μl (1 ng/μl in injection sample) added to each sample prior to sonication and lipid extraction), and 2) to the weight of the samples.

### Statistical analysis

The statistics were performed using Microsoft Office Excel 2016. If not specifically mentioned, *p* values for the fertility, motility, fat content, L1 survival, and enzyme activities were calculated using the Student’s *t* test after testing for equal distribution of the data and equal variances within the data set. Experiments were performed in triplicates except where stated otherwise. Differences were considered statistically significant at *p* < 0.05, thereby indicating a probability of error lower than 5%. Hypergeometric probability tests and statistical significance of the overlap between two gene sets were done using an online program (http://nemates.org/MA/progs/overlap_stats.html).

## Results

### Identification of PRY-1 targets

To gain insights into the mechanism of *pry-1*-mediated signaling, a genome-wide transcriptome analysis was carried out to identify the potential downstream targets. 

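RNA of whole L1 larvae was sequenced in 2 libraries of the wild-type strain N2 and in 2 libraries of *pry-1(mu38)*, all from animals synchronized by bleaching. For each library the authors deposited the number of reads counted on each gene, in whole numbers and without normalization. The counts on genes added up to 27741375 and 33230854 in N2 replicates 1 and 2, and to 32310798 and 31418682 in *pry-1(mu38)* replicates 1 and 2. Together with the reads that the table sets aside because they fell outside genes, on several genes or at several places in the genome, the libraries held from 32773787 to 40652733 reads. Reads aligned at several places made up 9.41% and 11.6% of the N2 libraries and 8.04% and 8.57% of the *pry-1(mu38)* libraries, and because they count for no gene, genes with a near-identical copy are undercounted. The gene *pry-1*, in which *mu38* is a nonsense mutation, had 1926 and 2048 counts in the N2 libraries and 3812 and 3471 counts in the *pry-1(mu38)* libraries. From these counts, library sizes were scaled by edgeR's TMM method, 15101 genes passed edgeR's filter on low counts, and *pry-1(mu38)* was tested against N2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's methods name quantile normalization and the DESeq package. The deposited counts are not quantile normalized, and quantile normalization and DESeq2 were among the alternatives. DESeq itself was not run. Normalized levels are given as CPM, the counts divided by the scaled library size on a common scale, and fold changes as log2 of *pry-1(mu38)* over N2.
The libraries of a strain differed in how close they were to each other. Across the tested genes, the log2 difference between the *pry-1(mu38)* libraries had an SD of 0.457, and 777 genes differed by 2-fold or more. Between the N2 libraries the SD was 0.801, and 2790 genes differed by 2-fold or more. N2 replicate 1 was closer to *pry-1(mu38)* replicate 2, at an SD of 0.545, and to *pry-1(mu38)* replicate 1, at 0.714, than to the other N2 library. N2 replicate 2 was 1.16 and 0.875 away from *pry-1(mu38)* replicates 1 and 2. The spread between the N2 libraries therefore enters each fold change against N2, and values with a library left out are given beside several of the genes and lists. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333, so the p-values rest on the spread that edgeR estimates across genes.

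**Figure D1:**
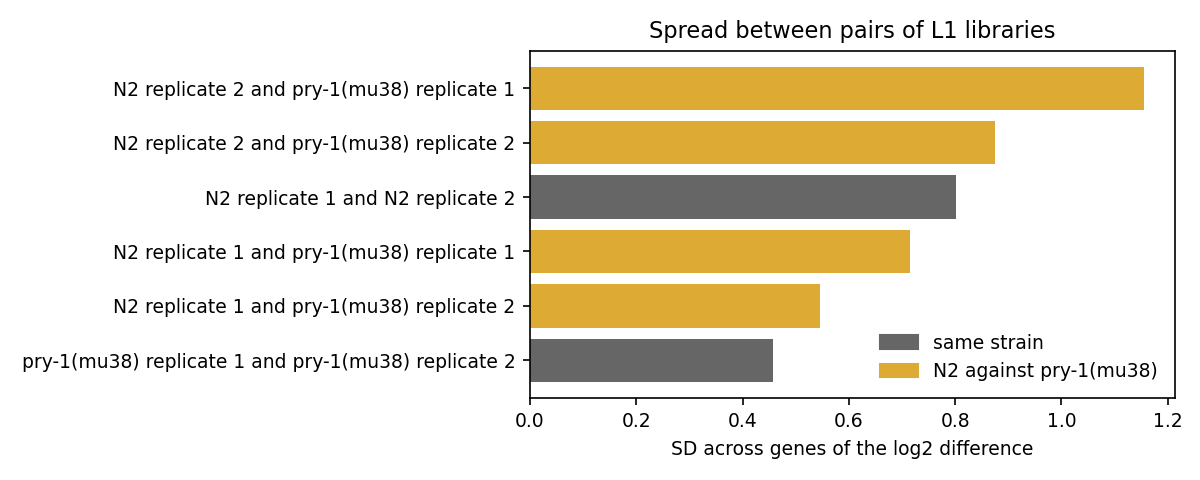
Standard deviation across the 15101 tested genes of the log2 difference in CPM between each of the 6 pairs of libraries (horizontal axis, log2 units). Dark bars are pairs of one strain and yellow bars are pairs of N2 with *pry-1(mu38)*; the pair of N2 libraries, at 0.801, is wider than both pairs that join N2 replicate 1 with *pry-1(mu38)*.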

The RNA-Seq was performed in *pry-1* mutant animals carrying a nonsense allele, *mu38*, that causes constitutive activation of WNT signaling [14]. We identified a total of 2,665 genes (767 upregulated and 1898 downregulated, False Discovery Rate (FDR) *p*-adj 0.05) that were differentially expressed in *pry-1(mu38)* animals during the L1 larval stage (Fig 1A, S3 Table, also see Methods). Of these, the transcription of 1,331 genes was altered twofold or more (FDR, *p*-adj 0.05) (248 upregulated and 1083 downregulated) (S3 Table). 

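Among the tested genes, 1 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. It was *srw-85*, which had 198 and 193 CPM in the N2 libraries and 8.69 and 7.98 in the *pry-1(mu38)* libraries, a log2 fold change of -4.55 (standard error 0.17, adjusted p = 0.0284). No gene with a higher count in *pry-1(mu38)* passed. At an unadjusted p under 0.05 there were 2209 genes, of which 921 were higher and 1288 lower in *pry-1(mu38)*. The excess of lower genes depended on the scaling. In the same test the split was 1092 and 1071 with library sizes alone and 1146 and 1143 after quantile normalization. DESeq2 gave 778 and 1624 with its own size factors and 1038 and 1416 after quantile normalization. Both *pry-1(mu38)* libraries lay above both N2 libraries in 4389 genes and below both in 4223, together 57.0% of those tested, where chance gives 33.3%. The number of genes called differed between tests. Quantile normalization followed by DESeq2 called 512 genes, 219 higher and 293 lower. DESeq2 with its own size factors called 480, 165 higher and 315 lower, and edgeR's exact test called 292, with 146 in each direction. With a block for the replicate number, the quasi-likelihood test called 2427 genes, 693 higher and 1734 lower. The samples share only that number, so pairing them is an assumption. Of the genes called by the exact test, 255 were also called by DESeq2. In simulated libraries of the same sizes, with the dispersion of each gene as estimated here, 200 genes were changed by known factors. The quasi-likelihood test recovered 119 of them, DESeq2 154 and the replicate block 147. Genes that had not been changed were called as well, 12, 55 and 62 in the same order. The changed genes were drawn from those with high counts, and the noise was drawn for each gene alone. A shift shared across genes, as between the N2 libraries, was therefore not simulated, and the real libraries may give other shares.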

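Without any test, 2436 genes had a fitted change of 2-fold or more, 554 of them higher and 1882 lower in *pry-1(mu38)*. In 1989 of these genes both *pry-1(mu38)* libraries lay on one side of both N2 libraries. The N2 libraries alone differed from each other by 2-fold or more in 2790 genes. The count of 2436 therefore does not by itself show an effect of the strain. The gene that passed the quasi-likelihood test also passed edgeR's test for a change beyond 2-fold. Among the genes that DESeq2 called, 468 were changed 2-fold or more, 161 higher and 307 lower. For the exact test the number was 285, with 144 higher and 141 lower. Of the 2665 genes that the paper reports, 936 rows of S3 Table were read here, 767 with a higher and 169 with a lower value, and 914 of them have a fitted fold change and a finite value in the table. Across these genes, which are not independent replicates, Spearman's rho between the paper's value and the fitted log2 fold change was 0.981, and the sign was the same in 913. The paper's values lay farther from 0, with a median absolute difference of 1.01. When each was moved by 1 towards 0, a scale chosen after the values were seen, the median absolute difference was 0.0134.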

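The mean and the median fold change follow the genes that are called. For *srw-85*, the gene called by the quasi-likelihood test, the counts in N2 were 23.4 times those in *pry-1(mu38)*. Over the genes called by DESeq2 the mean fold change, taken as the larger over the smaller value, was 4.74 and the median 3.71. Over the genes called by the exact test the mean was 5.76 and the median 3.67. Over those called with the replicate block the mean was 3.14 and the median 2.52.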

The average and median fold changes in the expression were 2.2 and 2.0, respectively. Fig 1A shows a scatter plot of all expressed genes. A subset of these genes was also tested by quantitative polymerase chain reaction (qPCR), which revealed an 85% validation rate (Fig 1F).

**Fig 1:**
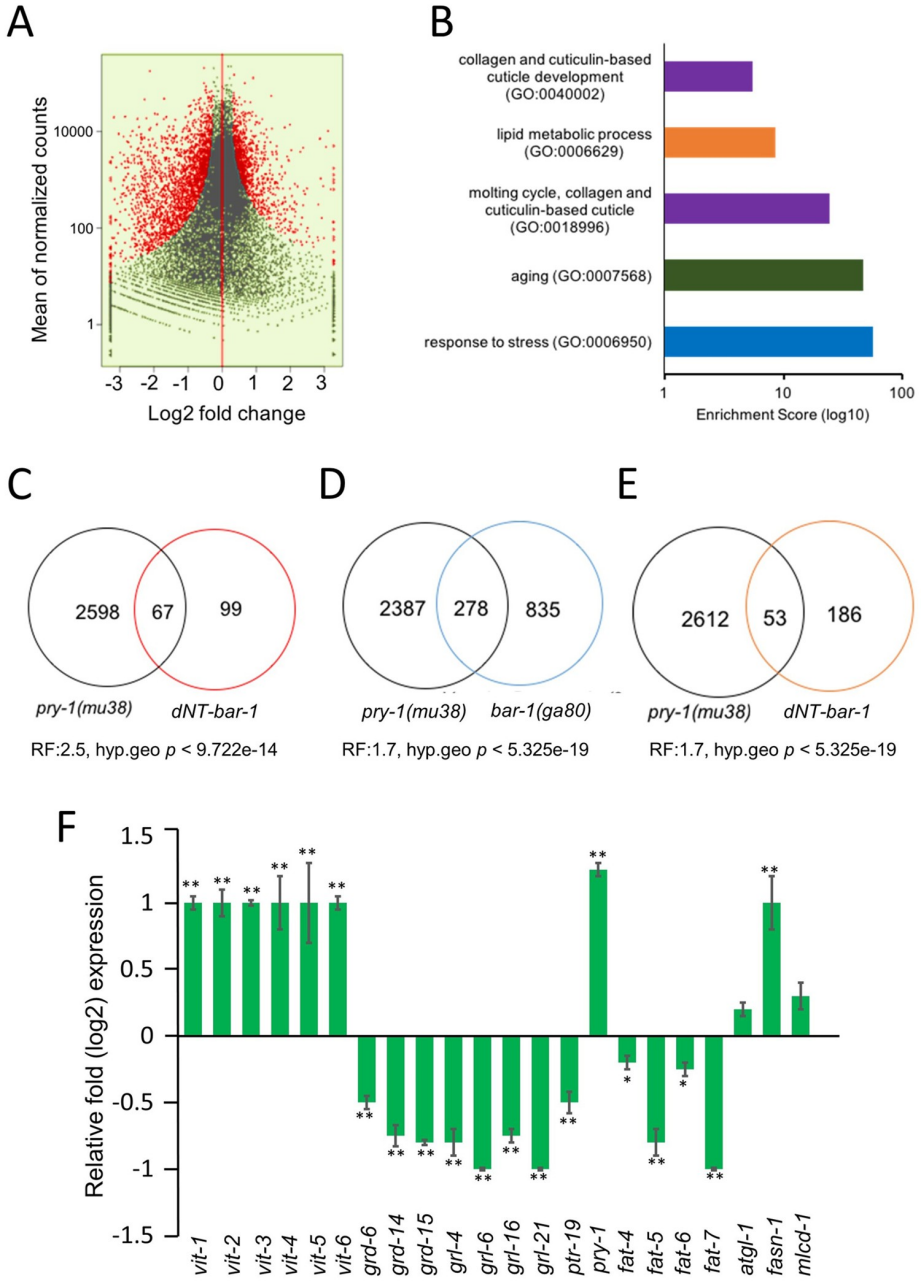
*pry-1(mu38)* transcriptome analysis. (A) Scatter plots of differentially expressed genes in *pry-1(mu38)*. Red dots mark significantly altered transcripts with a FDR *p*-adj of < 0.05, whereas black dots mark transcripts that are not significantly altered (FDR *p*-values of > 0.05). (B) Selected GO categories enriched in *pry-1(mu38)* targets are identified by GO Amigo, (*p*-adj < 0.05). (see S4 Table for a detailed list). (C-E) Venn diagrams showing the overlap between *pry-1(mu38)*, *hs*::*dNT-bar-1*, and *bar-1(ga80)* transcriptional targets. P values are shown in each case. (C) Overlap between *pry-1(mu38)* and *hs*::*dNT-bar-1*whole animal transcriptome data [36]. (D) Overlap between *pry-1(mu38)* and *bar-1(ga80)* whole animal transcriptome data [37]. (E) Overlap between *pry-1(mu38)* and *hs*::*dNT-bar-1* vulva and seam cell-specific transcriptome data [38]. (F) qPCR analysis of selected genes in the *pry-1(mu38)* mutant. Data represents the mean of at least two replicates and error bar represents the SEM. *p < 0.05, **p < 0.01.

We next carried out gene ontology (GO) analysis (www.geneontology.org) to investigate the processes affected in *pry-1(mu38)* animals. Genes with altered expression were found to be enriched in GO terms associated with “determination of adult lifespan”, “aging”, “response to unfolded protein”, “oxidation-reduction process”, “metabolism”, “stress response and cell signaling”, “steroid hormone mediated signaling”, “lipid metabolic processes”, and “cellular response to lipids” (Fig 1B; a complete list is provided in S4 Table). This suggests that *pry-1* plays a role in stress response, lipid metabolism, and lifespan regulation. We also observed enrichment in neuron-related GO terms such as “axon”, “synapse”, “synaptic transmission”, and “neuron development”, which was expected from the requirements of *pry-1* in neuronal development [14]. Other categories included “molting cycle”, “regulation of transcription”, “DNA-template”, and the “reproductive process”. In addition to these known categories, the dataset included numerous non-annotated genes (S3 Table) whose functions remain uncharacterized.

Analysis of genes and gene families revealed that several components of Hedgehog (HH) signaling are downregulated in *pry-1(mu38)* animals including warthog genes *wrt-1* and *wrt-9*; groundhog-like genes *grl-1*, *grl-4*, *grl-5*, *grl-6*, *grl-7*, *grl-13*, *grl-16*, and *grl-21*; hedgehog-like genes *grd-3*, *grd-5*, *grd-12*, *grd-14*, and *grd-15*; and patched-related genes *daf-6*, *ptr-1*, *ptr-13*, *ptr-16*, *ptr-19*, *ptr-2*, *ptr-20*, *ptr-21*, *ptr-22*, *ptr-23*, and *ptr-8*. This suggests that *hh*-signaling is affected by *pry-1*. Some of these genes were also recovered earlier in *bar-1* transcriptome studies [36–38], discussed further below. 

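All 26 of these genes were tested, and 24 of them had a negative log2 fold change, with a median over the list of -1.67. In 22 genes both *pry-1(mu38)* libraries lay below both N2 libraries. The values of *grd-3* and *ptr-13* were positive, at 0.64 (standard error 0.15) and 0.55 (standard error 0.51); the value of *ptr-13* was -0.030 without N2 replicate 2 and 1.54 without N2 replicate 1. The largest fall was that of *grl-16*, at -2.54 (standard error 1.08, adjusted p = 0.338 from edgeR's quasi-likelihood test); it was -0.84 without N2 replicate 2 and -4.08 without *pry-1(mu38)* replicate 2. The value of *ptr-22* was -1.67 (standard error 0.17, adjusted p = 0.292), and it stayed from -1.80 to -1.56 with each library left out in turn. None of the genes passed over all genes tested in the quasi-likelihood test, 10 had an unadjusted p under 0.05, and 1, *ptr-22*, passed when adjusted over the list alone. DESeq2 called 4 of them, *grl-4*, *grl-21*, *grd-14* and *ptr-22*, each lower in *pry-1(mu38)*; without N2 replicate 2 the log2 fold changes of *grl-4*, *grl-21* and *grd-14* were -0.67, -1.17 and -0.61. With the replicate block, which assumes a pairing of the libraries, 23 of the genes were called lower and 2 higher. As a list, the genes passed camera's test with a preset correlation of 0.01 between genes (adjusted p = 2.26e-07 over 26 lists). Neither this nor the adjustment over the list alone is independent evidence, because the paper drew the list from these libraries. With camera's test 12 of the 26 lists passed, and none of them passed under fry or with the correlation estimated from the data, where the smallest adjusted p-values were 0.107 and 0.588. With 2 libraries in each strain fry and the estimated correlation had little power, so failing them does not argue against a change. N2 replicate 2 set much of the size of the change. The median of the list was -0.59 without that library and -2.26 without N2 replicate 1. Relative to the mean of the 4 libraries, the median gene stood at -0.094 in N2 replicate 1, 1.63 in N2 replicate 2, -1.31 in *pry-1(mu38)* replicate 1 and -0.29 in *pry-1(mu38)* replicate 2, on the log2 scale.
From the lower expression of these genes, the paper proposes that *hh*-signaling is affected by *pry-1*.

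**Figure D2:**
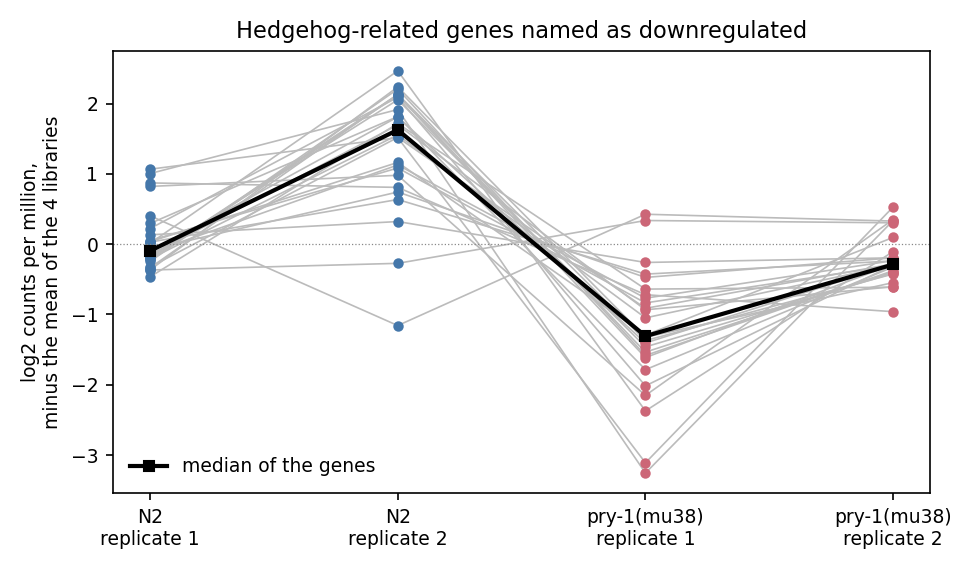
CPM of the 26 hedgehog-related genes in each library, as log2 minus the gene's mean over the 4 libraries (vertical axis). Each grey line is a gene, points are coloured by strain and the black line joins the medians, which reach 1.63 in N2 replicate 2 and -1.31 in *pry-1(mu38)* replicate 1, with N2 replicate 1 and *pry-1(mu38)* replicate 2 between them.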

The *ptc* and *ptr* genes promote molting and the trafficking of proteins, sterols, and lipids [39, 40]. In support of such function, we found molting and other cuticle-related defects in *pry-1* mutants (e.g., rollers, defective alae, and weaker cuticle) (Mallick *et al*., manuscript in preparation). These data are consistent with the role of WNT signaling in cuticle development [36].

Alterations in the expression of some of the WNT pathway components were noted as well. For example, *pry-1* was up 1.3 fold (on log2 scale, S3 Table, Fig 1F). 

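The normalized level of *pry-1* was 66.2 ± 6.07 CPM in N2 and 113.3 ± 7.14 in *pry-1(mu38)* (SD, n = 2 libraries each), a log2 fold change of 0.78 (standard error 0.16, adjusted p = 0.337 from edgeR's quasi-likelihood test). It stayed from 0.68 to 0.87 with each library left out in turn, and the adjusted p was from 0.0624 to 0.393 under DESeq2, edgeR's exact test and the other scalings and filters. In the quasi-likelihood test with the replicate block, which assumes a pairing of the libraries, the adjusted p was 0.0123.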

Although such upregulation of *pry-1* was not reported previously in *pry-1* mutants, prior studies have shown that Axin constitutes a target of WNT signaling and its expression is increased in overactivated WNT backgrounds [6, 36, 38, 41]. Thus, positive regulation of Axin by the canonical WNT signaling represents a conserved mechanism in eukaryotes. 

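Of the other WNT pathway genes that the paper names, *mom-2* had a log2 fold change of 1.08 (standard error 0.28), a 2.11-fold increase, *lin-17* of 0.59 (standard error 0.15), a 1.50-fold increase, and *pop-1* of 0.72 (standard error 0.29), a 1.64-fold increase. The value of *cfz-2* was -0.76 (standard error 0.35), and it was -0.21 without N2 replicate 2 and -1.15 without N2 replicate 1; *pop-1* was then at 0.38 and 1.14. In each of these genes both *pry-1(mu38)* libraries lay on the same side of both N2 libraries. The adjusted p was 0.337 for *mom-2*, *lin-17* and *pop-1* and 0.347 for *cfz-2* in the quasi-likelihood test, so none passed over all genes tested; with *pry-1* counted, 3 of the 5 genes had an unadjusted p under 0.05. With *pry-1* included, 3 of the 5 genes, *pry-1*, *mom-2* and *lin-17*, passed when adjusted over the list alone, from which the same reservation follows as for the hedgehog-related genes. The adjusted p of the list in camera's test, to which that reservation applies too, was 0.0119.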

Other WNT pathway components that were differentially expressed in *pry-1(mu38)* included *mom-2/wnt* (1.5-fold increase), *cfz-2/fz* (1.7-fold decrease), *lin-17/fz* (1.6-fold increase), and *pop-1/tcf* (1.7-fold increase) (S3 Table).

A comparison of *pry-1* RNA-Seq dataset with three previously reported WNT transcriptome microarray studies involving *bar-1(ga80)* [37], which is a genetic null, and constitutively active *bar-1* (*hs*::*dNT-bar-1*, heat-shock promoter-driven *bar-1* carrying a small deletion in the *N*-terminus) [13, 36, 38] revealed shared genes and families. Of the two *hs*::*dNT-bar-1* studies, one was specific to the vulva and seam cells [38] and the other involved whole animal analysis [36]. A total of 12% [38], 18% [37], and 30% [36] *bar-1* set of genes overlapped with our *pry-1* set (Fig 1C–1E, S5 Table). These include several *hh* family members. 

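The shared genes listed in S5 and S6 Tables were looked up in the counts. The vulva and seam cell set was read from S6 Table, because the S5 Table sheet for it repeats the 67 genes of the whole-animal sheet, so which genes that set should hold is uncertain. All are genes the paper had already called, so no overlap test was run on them. Of the 278 genes shared with *bar-1(ga80)*, 269 were tested, 194 with a negative and 75 with a positive log2 fold change, at a median of -1.10. Of the 67 shared with *hs*::*dNT-bar-1* in whole animals, 66 were tested, 52 negative and 14 positive, at a median of -1.48. The 53 shared with *hs*::*dNT-bar-1* in the vulva and seam cells gave 52 tested genes, 33 negative and 19 positive, at a median of -0.92. Without N2 replicate 2 the medians of the 3 sets, in the same order, were -0.55, -0.82 and -0.22. In the quasi-likelihood test 1 gene of the *bar-1(ga80)* set passed, *srw-85*, and none of the other 2 sets, while DESeq2 called 91, 27 and 13 genes. Among the genes that S6 Table gives as higher in *bar-1(ga80)* and lower in *pry-1(mu38)*, all 122 tested had a negative log2 fold change, and all 56 of those with the opposite pattern had a positive one.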

Altogether, from the three *bar-1* studies mentioned above, 10 *hh* genes, namely *grl-5*, *grl-10*, *grl-14*, *grl-15*, *hog-1*, *grd-1*, *grd-2*, *grd-12*, *wrt-4*, and *wrt-6* were reported, of which three (*grl-5*, *grl-14*, and *grd-12*) are present in our *pry-1* list. 

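In these libraries, 7 of the 10 genes had a negative log2 fold change and the median was -0.61 (adjusted p = 0.335 from camera's test); the median was 0.036 without N2 replicate 2, -0.93 without N2 replicate 1, -0.22 without *pry-1(mu38)* replicate 1 and -1.02 without *pry-1(mu38)* replicate 2. None had an unadjusted p under 0.05, and none passed when adjusted over the list alone. The genes that the paper shares with its list had log2 fold changes of -2.08 for *grl-5* (standard error 0.91, adjusted p = 0.341 from the quasi-likelihood test), -1.64 for *grd-12* (standard error 0.74, adjusted p = 0.345) and -0.15 for *grl-14* (standard error 0.45, adjusted p = 0.860). The counts of *grl-5* were 65 and 148 in N2 and 4 and 48 in *pry-1(mu38)*, so the *pry-1(mu38)* libraries differed from each other by a larger ratio than the N2 libraries did, and without *pry-1(mu38)* replicate 1 its log2 fold change was -1.19; without *pry-1(mu38)* replicate 2, which leaves the 4 counts, it was -4.74. The direction of *grl-14* depended on the libraries and the scaling, with 0.47 without N2 replicate 2 and 0.21 after quantile normalization; *grd-12* moved to -0.16 without N2 replicate 2.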

The other shared genes include those involved in cuticle synthesis (*col* and *cutl* families), defense response, embryo development, oxidation-reduction processes, and proteolysis. We also analyzed shared genes based on their expression trend, i.e., up or down, using GO terms. The analysis revealed over-representation of categories, namely immunity, stress response, and lipid catabolic processes (S6 Table), suggesting that these genes might act downstream of both PRY-1 and BAR-1.

### *pry-1* mutants exhibit altered lipid metabolism

Throughout the lifespan of an animal, lipids are persistently mobilized to supply energy demands for growth, cellular maintenance, tissue repair, and reproduction [42, 43]. Changes in lipid levels also affect an organism’s ability to survive in stressful conditions [44, 45]. Notably, many genes that are involved in the synthesis, breakdown, and transport of lipids are differentially expressed in *pry-1* mutants (S2 Fig). These include vitellogenins (yolk protein/apolipoprotein-like): *vit-1*–*6*; fatty acid transporters: *lbp-1*, *-2*, *-4*, *-5*, *-7*, and *-8*; lipases: *lips-3*, *-4*, *-7*, *-10*, and *-17*; desaturases: *fat-4-6*; elongases: *elo-3* and *-6*; and fatty acid oxidation: *acdh-1*, -6, *-11*, *-23*, *acs-2*, *-11*, and *-17*, *cpt-1*, *-4*, and *ech-9* (S2 Table). 

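Apart from the vitellogenins, 6 transporters, 5 lipases, 3 desaturases, 2 elongases and 9 of the 10 fatty acid oxidation genes were tested; *acdh-23* was not analysed here because no row of the counts matched it. The fatty acid oxidation genes had a median log2 fold change of -0.83, with 8 of 9 lower in *pry-1(mu38)* (adjusted p = 3.80e-05 from camera's test, which is no independent evidence because the paper named these and the other lipid genes from the same libraries). The largest fall was that of *acdh-1*, from 40.8 and 56.5 CPM in N2 to 2.51 and 3.71 in *pry-1(mu38)*, a log2 fold change of -3.97 (standard error 0.32, adjusted p = 0.268 from the quasi-likelihood test). For *acs-2* it was -1.45 (standard error 0.17, adjusted p = 0.292). These 2 genes were called by DESeq2 and by edgeR's exact test, and they passed when adjusted over the list alone. The value of *acs-11*, -0.72, turned to 0.11 without N2 replicate 2 and was -1.24 without N2 replicate 1, and without N2 replicate 1 the median of the list was -1.24. The transporters had a median of 0.65 (adjusted p = 0.211 from camera's test), which was 0.25 without N2 replicate 2, with 4 genes higher and 2 lower. Of the elongases, *elo-6* had a log2 fold change of 0.71 (standard error 0.17) and *elo-3* of -0.50 (standard error 0.18), and both passed when adjusted over these 2 genes alone; without N2 replicate 1 the value of *elo-3* was -0.33. No gene of these lists passed over all genes tested in the quasi-likelihood test. At an unadjusted p under 0.05 there were 5 fatty acid oxidation genes, 3 transporters, 1 desaturase and 2 elongases.
The presence of several lipid metabolism genes in its list led the paper to examine lipid accumulation in the animals.

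**Figure D3:**
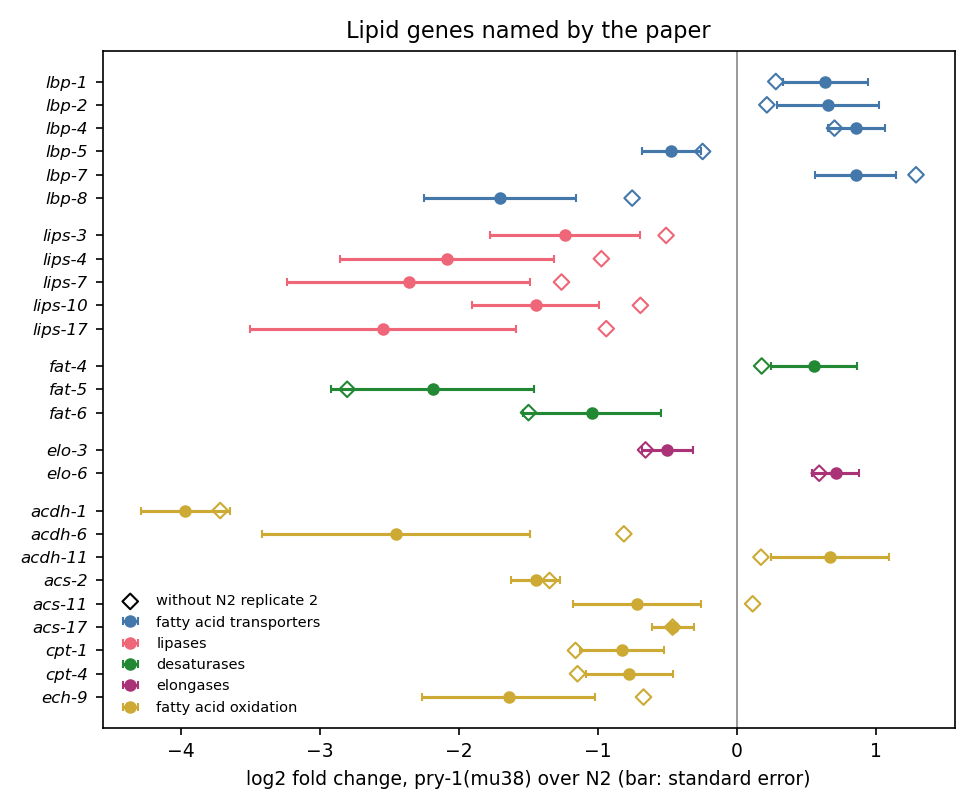
Log2 fold change of *pry-1(mu38)* over N2 for the lipid genes that the paper names (horizontal axis), with the standard error as a bar. Open diamonds show the value without N2 replicate 2, which for *lbp-8* moves from -1.70 to -0.75, while *acdh-1* stays at -3.72.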

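In the RNA-Seq counts the desaturase *fat-4* had 134 ± 55.0 CPM in N2 and 196 ± 5.67 in *pry-1(mu38)* (SD, n = 2 libraries each), and the 1.47-fold higher level corresponds to a log2 fold change of 0.55 (standard error 0.31, adjusted p = 0.391 from edgeR's quasi-likelihood test); without N2 replicate 2 it was 0.18, and without N2 replicate 1 it was 1.05. The desaturase *fat-5* fell by 2.19 on the log2 scale (standard error 0.73, adjusted p = 0.337), and *fat-6* fell by 1.04 (standard error 0.50, adjusted p = 0.353). Without N2 replicate 1 the values were -1.11 for *fat-5* and -0.37 for *fat-6*, without *pry-1(mu38)* replicate 1 they were -1.66 and -0.63, and without *pry-1(mu38)* replicate 2 they were -3.02 and -1.61. For *fat-6* the *pry-1(mu38)* replicate 2 library, with 88.9 CPM, overlapped N2 replicate 2, with 86.7. DESeq2 called *fat-5* and neither of the other 2 genes.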

The expression of *vit* genes and desaturase was measured by qPCR and all but *fat-4* were successfully validated (Fig 1F) as levels of the latter were decreased by 20%, unlike the 1.5-fold increase observed by RNA-Seq. We also tested another desaturase, *fat-7*, which functions redundantly with *fat-6* [46] but was not present in our dataset. 

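The gene *fat-7* had low counts in these libraries, 51 and 44 in N2 and 21 and 36 in *pry-1(mu38)*, with a log2 fold change of -0.84 (standard error 0.44, adjusted p = 0.373 from the quasi-likelihood test), which was -0.50 without *pry-1(mu38)* replicate 1 and -1.28 without *pry-1(mu38)* replicate 2. The adjusted p was from 0.380 to 0.648 under DESeq2, edgeR's exact test and the other scalings and filters.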

The *fat-7* mRNA level was significantly reduced (Fig 1F); thus, all four *fat* desaturase genes are downregulated in *pry-1(mu38)* animals.

Enrichment of several lipid metabolism genes in the *pry-1* transcriptome led us to examine lipid accumulation in worms. Staining with Oil Red O revealed that the lipid content was less than half in *pry-1(mu38)* one-day-old young adults compared with controls (Fig 2A and 2B). Examination of total fat at each larval stage revealed that *pry-1* mutants had lower somatic lipid stores (25–80%) at all stages except for L2 (Fig 3A). In addition, the lipid distribution was altered such that the staining was mostly restricted to gonadal tissue (Fig 2C). These results suggested that *pry-1* plays a role in lipid metabolism. Consistent with this model, we found that *pry-1(mu38)* animals laid fewer fertilized eggs and had poor survival upon starvation-induced L1 diapause (Fig 2E and 2F).

**Fig 2:**
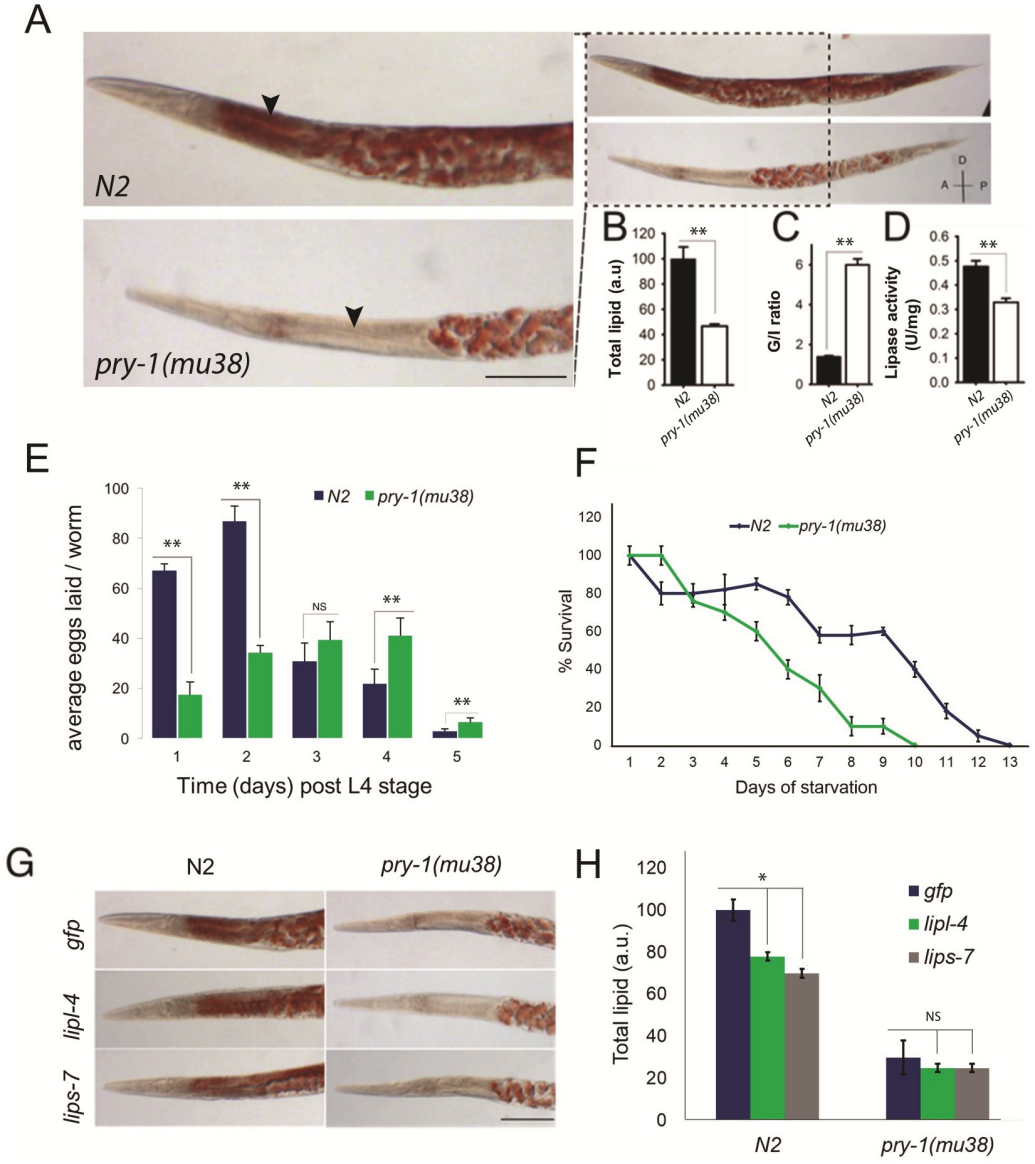
Lipid levels and distribution are altered in *pry-1(mu38)* mutants. Arrowheads indicate intestine and dotted areas gonad. (A) Representative DIC images of N2 and *pry-1(mu38)*, stained with Oil Red O. D: dorsal; V: ventral; A: anterior; and P: posterior. (B, C) Quantification of Oil Red O staining. Data represents the mean of at least two replicates and error bar in this and subsequent graphs represents the SEM. (C) Ratio of gonadal to intestinal (G/I) lipid. (D) The lipase activity is decreased in *pry-1(mu38)*. The activity per mg of protein has been plotted. (E) The average number of eggs laid by wild-type and *pry-1(mu38)* animals on different days over the duration of their reproductive period. (F) *pry-1(mu38)* displayed significant reduction in L1 survival following starvation. Percent survival of L1 larvae in the absence of food has been plotted. Graph represents the average of three independent experiments. (G) Representative images of N2 and *pry-1(mu38)* RNAi-treated animals stained with Oil Red O**.** (H) Histograms show Oil Red O intensities. Scale bar, 50 μm. *p < 0.01, **p < 0.001.

**Fig 3:**
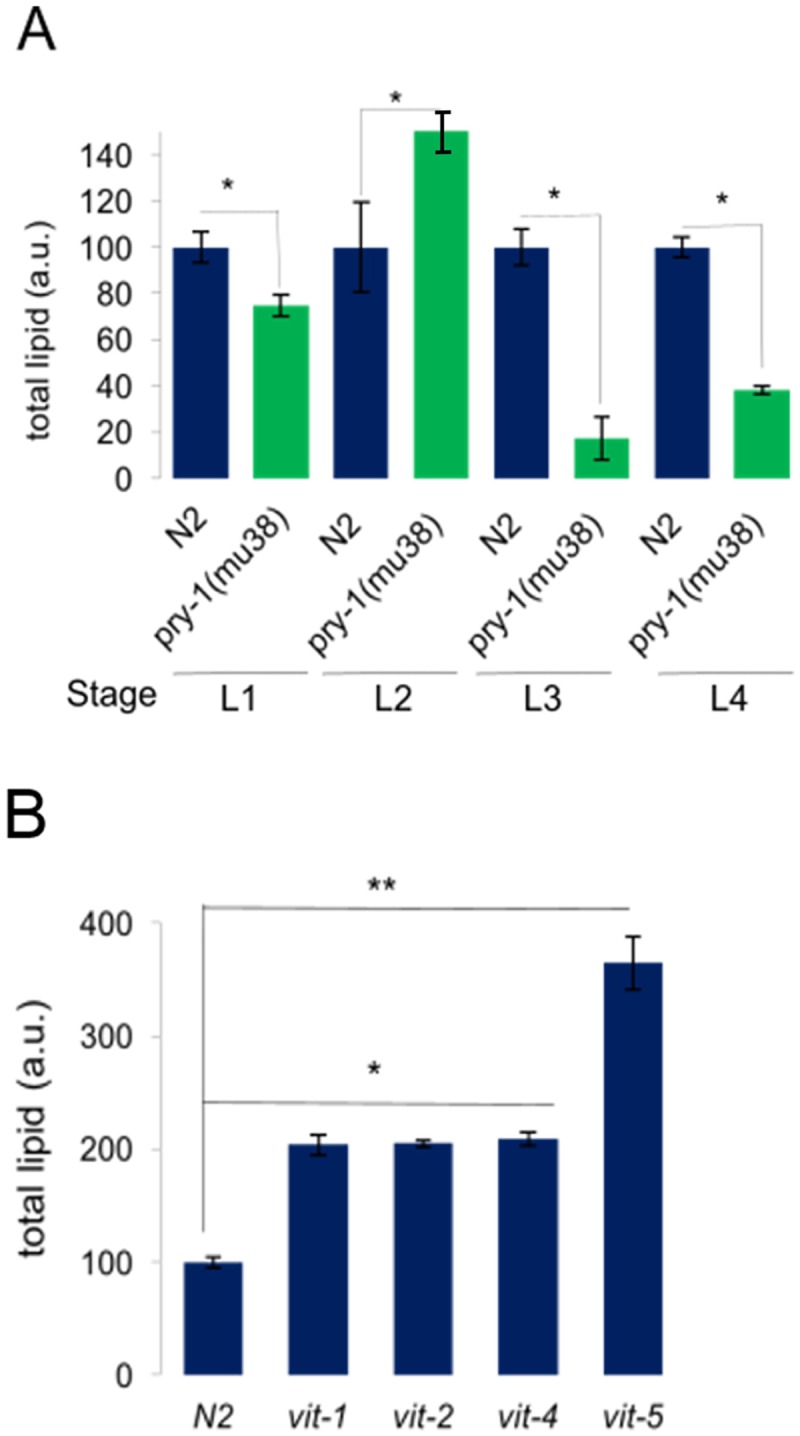
Lipid levels in *pry-1(mu38)* and *vit* mutants. (A) Quantification of Oil Red O staining intensity in *pry-1(mu38)* and wild-type animals at different developmental stages. Lipids are lower in *pry-1* mutants at all stages except L2. (B) Quantification of Oil Red O staining in N2 and *vit* mutants during the young adult stage. Lipid levels are higher in *vit-1(ok2616)*, *vit-2(ok3211)*, *vit-4(ok2982)*, *and vit-5(ok3239)* animals. Data represents the mean of at least two replicates and error bar represents the SEM. *p < 0.01, **p < 0.001.

One explanation for the reduced lipid phenotype may be that lipids are being rapidly utilized. However, this is unlikely because several lipases (*lips* family members) were downregulated. 

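The 5 *lips* genes that the paper names each had lower CPM in both *pry-1(mu38)* libraries than in both N2 libraries, and their median log2 fold change was -2.08 (adjusted p = 0.00299 from camera's test, on genes that the paper named from the same libraries). They ranged from -2.54 for *lips-17* (standard error 0.96) to -1.23 for *lips-3* (standard error 0.54), and none passed over all genes tested in the quasi-likelihood test or when adjusted over the list alone; 4 had an unadjusted p under 0.05, and DESeq2 called *lips-10*. With the replicate block, which assumes a pairing of the libraries, all 5 were called lower. Without N2 replicate 2 the median was -0.94, with *lips-17*, *lips-10* and *lips-3* at -0.94, -0.69 and -0.51, and without *pry-1(mu38)* replicate 2 the median was -2.97. The list also differed within strains, by 1.66 between N2 replicates 2 and 1 and by 1.35 between *pry-1(mu38)* replicates 2 and 1, as medians on the log2 scale.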

We also measured lipase activity in one-day-old adults from whole worm lysates. As expected, the total activity was 34% lower in the mutant compared with the N2 control (Fig 2D). Next, we examined lipids in *pry-1(mu38)* animals following knockdown of *lipl-4* or *lips-7*, which comprise lipase genes that regulate the gonad-dependent somatic lipid levels [42, 43, 47] but observed no change in the pattern of lipid distribution (Fig 2G and 2H). We concluded that the lower somatic lipids in animals lacking *pry-1* function were not due to increased utilization, raising the possibility of the involvement of other metabolic processes.

### Vitellogenins contribute to lipid metabolism defects in *pry-1* mutants

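In L1 larvae the counts of the vitellogenins were low in N2 and higher in *pry-1(mu38)*. The gene *vit-2* had 0.585 and 6.10 CPM in N2 replicates 1 and 2 and 122 and 134 in *pry-1(mu38)*, a log2 fold change of 5.24 (standard error 1.00, adjusted p = 0.337 from edgeR's quasi-likelihood test). For *vit-6* the levels were 2.12 and 5.20 against 96.2 and 90.3, a log2 fold change of 4.66 (standard error 0.46, adjusted p = 0.292). For *vit-5* they were 0.0732 and 0.453, from 2 and 15 reads, against 56.3 and 48.4, a log2 fold change of 7.54 (standard error 0.56, adjusted p = 0.268). The remaining genes were less abundant in *pry-1(mu38)*, at 5.19 ± 0.996 CPM for *vit-1*, 2.72 ± 0.101 for *vit-4* and 2.38 ± 0.206 for *vit-3* (SD, n = 2), with log2 fold changes of 2.84, 3.18 and 1.53; that of *vit-1* was 4.53 without N2 replicate 2. S7 Table gives high sequence identity between *vit-1* and *vit-2* and among *vit-3*, *vit-4* and *vit-5*, so reads that fit more than 1 of them were left out and the single values are uncertain. It gives no significant identity for *vit-6*. The N2 libraries differed from each other by a median of 1.59 on the log2 scale over these genes, and the *pry-1(mu38)* libraries by -0.083. In the same libraries, 13 of 16 genes of a list of oocyte and eggshell markers had higher CPM in both *pry-1(mu38)* libraries than in both N2 libraries, most of them at a few CPM.

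**Figure D4:**
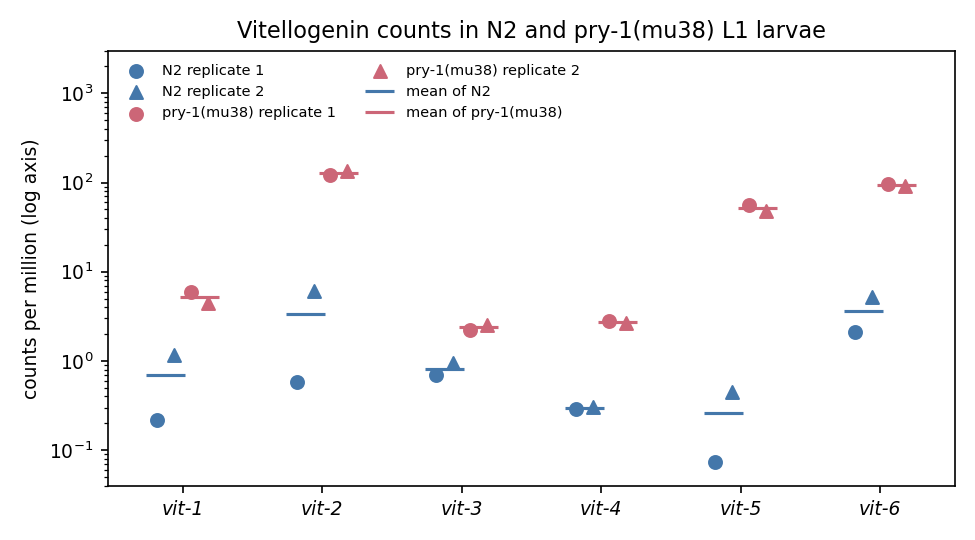
CPM of *vit-1* to *vit-6* in each library on a log axis, with N2 in blue, *pry-1(mu38)* in red, and horizontal lines at the mean of the 2 libraries of a strain. For *vit-2* the N2 libraries sit at 0.585 and 6.10 and the *pry-1(mu38)* libraries at 122 and 134.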

To understand the molecular basis of low lipid levels in *pry-1(mu38)* worms we focused on the vitellogenin family of genes, whose expression is repressed by *pry-1*. VITs comprise the major yolk proteins in *C*. *elegans*, which are synthesized in the intestine and mediate lipid transport from the intestine to the gonad during the reproductive period [15]. Examination of *vit* levels in *pry-1(mu38)* animals revealed abnormal expression at all developmental stages. Thus, beginning with the L1 stage where all six *vit* genes were upregulated, the number of overexpressed genes was five in L2, two in L3, and zero in L4 stage (Fig 4).

**Fig 4:**
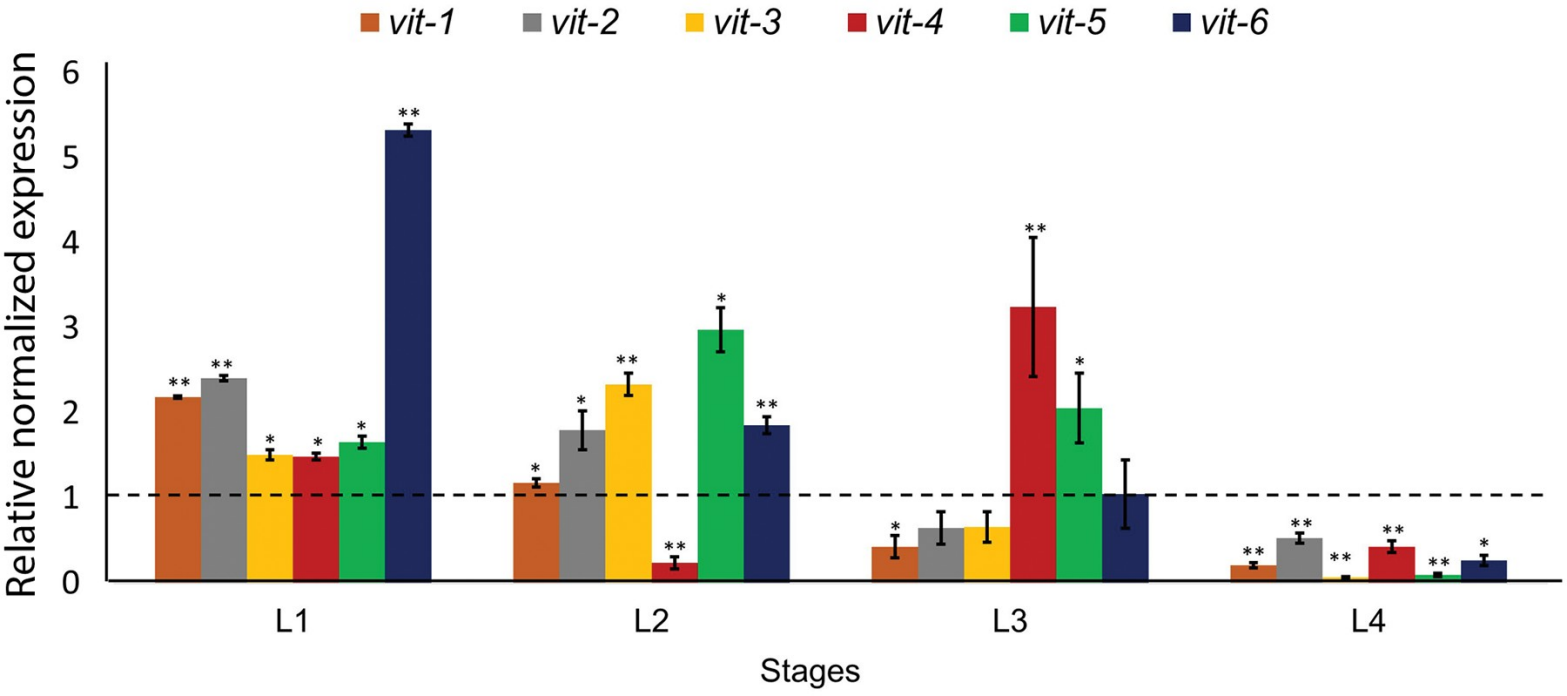
Expression of *vit* genes in *pry-1(mu38)*. (A) qRT-PCR of *vit* genes at larval stages in *pry-1(mu38)* mutants. Relative normalized expression has been plotted. Data represents the mean of at least two replicates and error bar represents the SEM. *p<0.05 and **p<0.01, compared to wild-type which is normalized to 1.

We next examined lipid contents in worms using mutants and RNAi knockdowns of specific *vit* genes. The results revealed altered lipid distributions in all cases such that lipids accumulated at higher levels in somatic tissues (Figs 3B, 5A and 5B, S3A Fig). A quantification of overall lipids following *vit* knockdowns revealed a significantly higher accumulation in mutants compared to wild-type (2.5–3 fold and 1.3–1.4 fold, respectively, using *gfp* RNAi knockdown as a control in each case) (Fig 5A and 5B). A similar observation was made using the *mdt-28p*::*mCherry* reporter (S3B–S3D Fig) that marks lipid droplets [48]. Lipid accumulation following *vit* knockdown has also been reported in wild-type animals [49]. Sequence comparisons indicated that *vit-1* RNAi may also target *vit-2* owing to significant identity in the genomic region used to perform KDs (S7 Table), which was validated by qPCR (S4 Fig). Similarly, any one of the *vit-3*, *4*, or *5* RNAi could simultaneously effect knockdown of the other two (S7 Table). Thus, multiple VITs appear to play roles in the regulation of both the level as well as the distribution of lipids, and their misregulation contributes to lipid metabolism defects in *pry-1* mutants.

**Fig 5:**
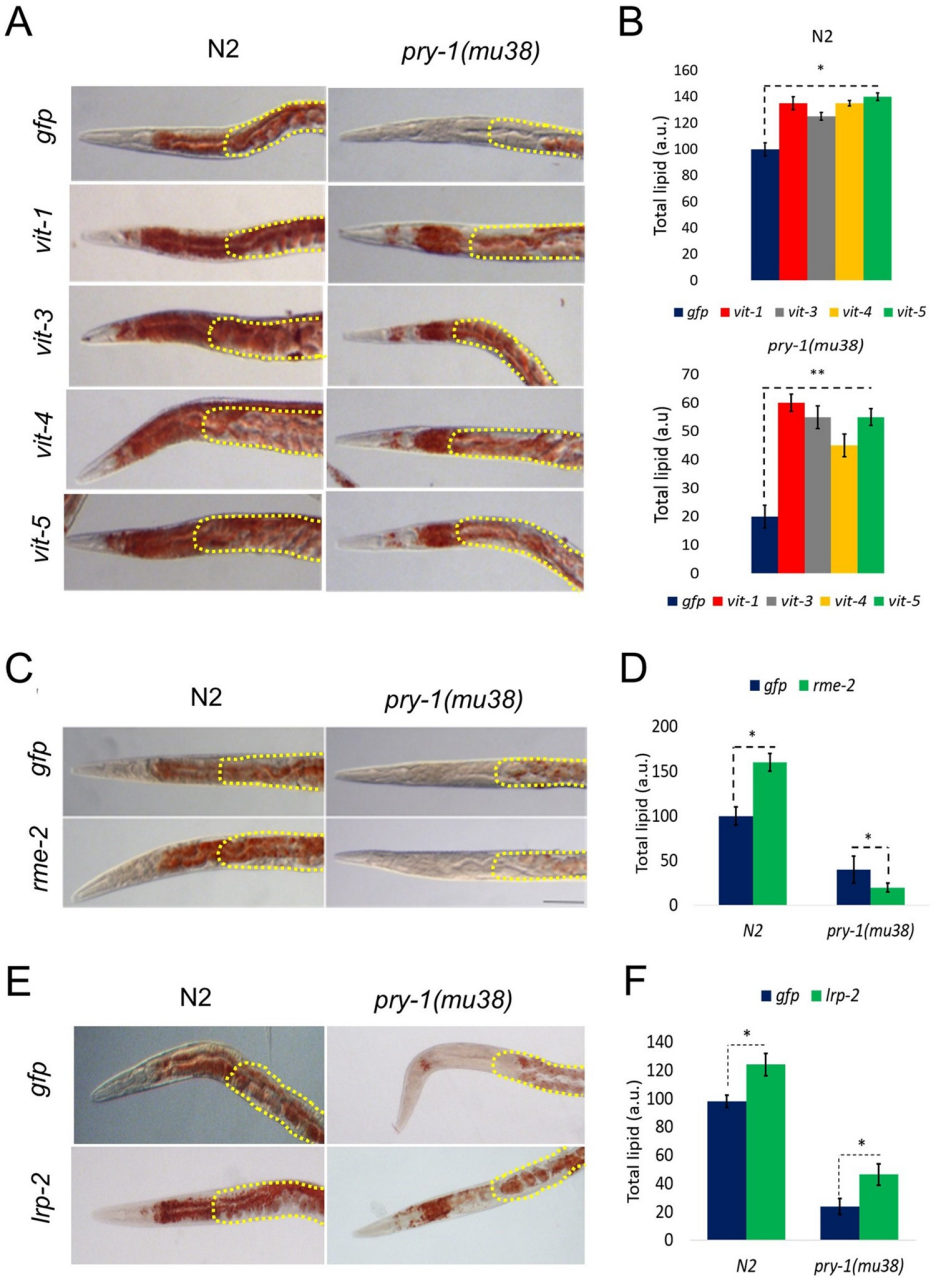
Vitellogenin mediated lipid metabolism in *pry-1* mutants. (A) DIC micrographs of representative N2 and *pry-1(mu38)* adults stained with Oil Red O following *vit* RNAi. Areas marked with dotted lines show germline and eggs. (B) The corresponding Oil Red O quantifications following each treatment. (C) Representative images of N2 and *pry-1(mu38)* following *rme-2* RNAi knockdown. (D) The histogram shows Oil Red O intensity in N2 and *pry-1(mu38)*. (E) Representative images of N2 and *pry-1(mu38)* following *lrp-2* RNAi knockdown. (F) The histogram shows Oil Red O intensity in N2 and *pry-1(mu38)*. Data represents the mean of at least two replicates and error bar represents the SEM. At least 50 animals were quantified in each batch. *p < 0.01, **p < 0.001.

### Lipoprotein receptors RME-2 and LRP-2 may not contribute to lipid defects in *pry-1* mutants

To understand how *pry-1* and *vit* genes might function to regulate lipid levels, we examined the involvement of *rme-2* in the *pry-1*-mediated pathway to regulate lipid accumulation as VITs are transported via the RME-2 receptor [15]. The knockdown of *rme-2* by RNAi led to intestinal accumulation and ectopic deposition of lipids (Fig 5C and 5D) consequent to blockage of yolk protein transport to the developing oocytes [15]. Specifically, *rme-2(RNAi)* animals showed an approximately 45% increase in total lipid content such that the gonad-to-somatic ratio was roughly 30% lower compared with that in controls. However, this phenotype was not observed in *pry-1(mu38)* owing to a reduction in lipid levels both in somatic and gonadal tissues (Fig 5C and 5D). These results allow us to suggest that VITs act independently of the RME-2 transport mechanism to regulate lipid metabolism in response to *pry-1* signaling. Moreover, as lipid levels are further reduced in *pry-1(mu38)* animals following *rme-2* knockdown, *rme-2* may have an unknown non-vitellogenin-mediated role in lipid accumulation. Other possibilities also exist for such a phenotype.

We also examined other VIT-interacting factors for their involvement in PRY-1-mediated regulation of lipids. Our transcriptome dataset contained one LDL-like receptor gene, *lrp-2*, which was overexpressed in *pry-1* mutants (S3 Table). It was shown previously that *lrp-2* positively regulates yolk protein synthesis [22]. 

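For *lrp-2* the CPM were 234 and 174 in N2 and 306 and 281 in *pry-1(mu38)*, a log2 fold change of 0.52 (standard error 0.20, adjusted p = 0.337 from edgeR's quasi-likelihood test). The fold change stayed from 0.32 to 0.75 with each library left out in turn, with the lowest value without N2 replicate 2, and the difference did not pass under DESeq2, edgeR's exact test or the other scalings and filters, with an adjusted p from 0.322 to 0.395.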

To test whether lipid levels are affected by *lrp-2*, RNAi knockdown experiments were performed, which showed a small but significant rescue of the lipid phenotype in *pry-1(mu38)* animals (Fig 5E and 5F). However, as *lrp-2* knockdown in wild-type animals also caused an increase in lipids, it is unclear whether PRY-1-mediated signaling utilizes LRP-2 function to affect lipid levels.

### *pry-1* mutants show reduced fatty acid levels

The *pry-1* transcriptome contains genes predicted to participate in fatty acid desaturation and elongation (5), binding/transport (6), and β-oxidation pathway (16) (S2 Fig). The Δ9-desaturase enzymes are required to produce C16:1 and C18:1 monounsaturated fatty acids (S2 Fig). Whereas *fat-5* converts palmitic acid (C16:0) to palmitoleic acid (C16:1n7), *fat-6* and *fat-7* are involved in stearic acid (C18:0) to OA (C18:1n9) conversion [17]. The downregulation of Δ9-desaturases, observed in *pry-1(mu38)* animals, may lead to reduced fatty acid synthesis. To investigate this, we quantified lipids using a gas chromatography-mass spectrometry (GC-MS) approach. The results showed that whereas the relative ratios of fatty acids in *pry-1* mutants were normal, the absolute level of each species was significantly reduced (Fig 6A, S5 Fig). The result agrees with the overall low lipid levels in *pry-1(mu38)* animals and together supports the important role of PRY-1 signaling in lipid metabolism in *C*. *elegans*.

**Fig 6:**
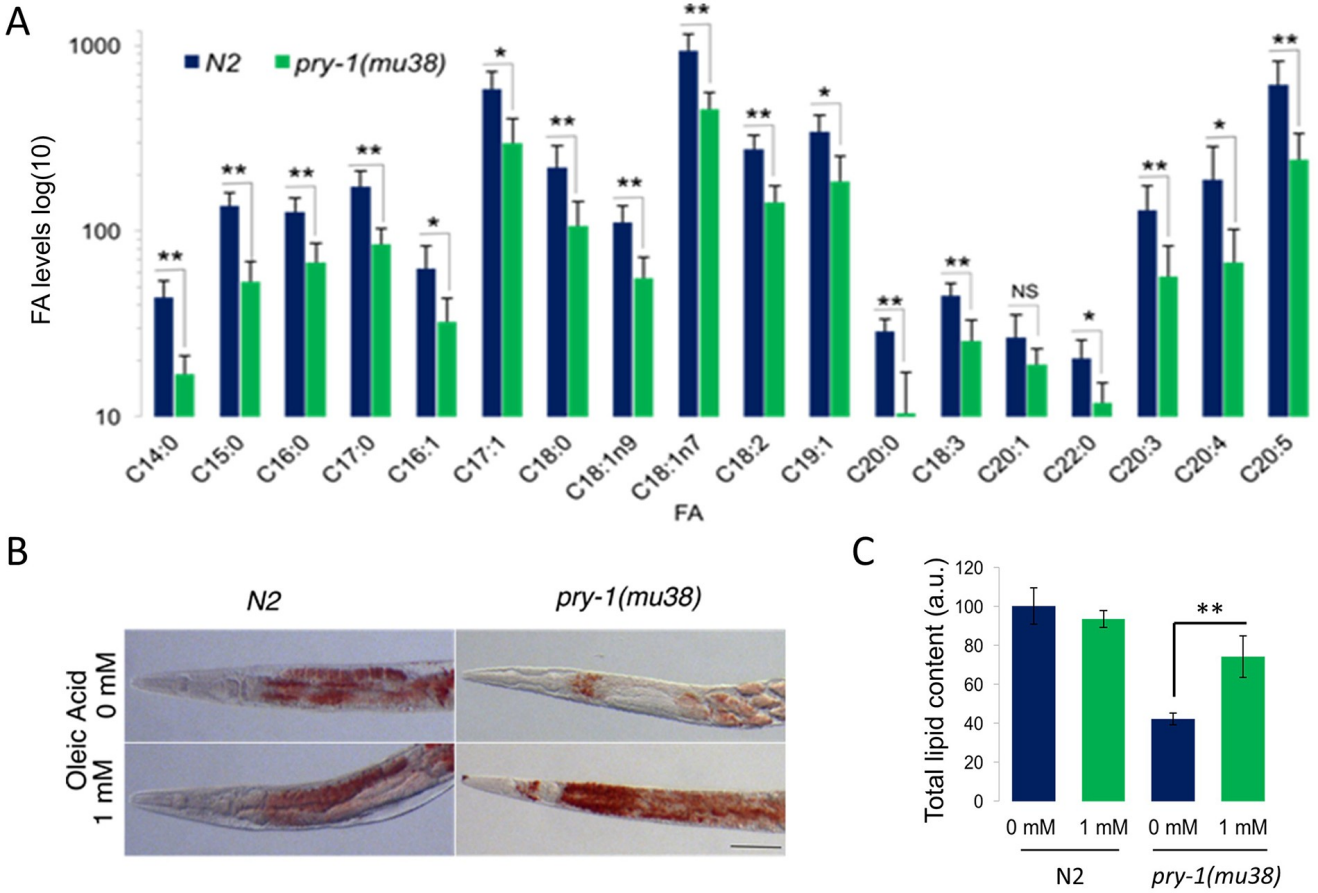
GC-MS analysis of fatty acids in *pry-1* mutants and partial rescue of lipid defects following OA treatments. (A) Total FA levels of selected fatty acid species expressed in log_10_ value as determined by GC-MS analysis. The *pry-1* mutants have low levels of FA. Error bars represent the standard deviation. Significant differences between wild type and *pry-1* mutant are marked with stars, * *p* < 0.03, ** *p* < 0.015. (B) Lipid staining of N2 and *pry-1(mu38)* adults supplemented with 1 mM OA. **C)** Quantification of total lipid, *p* < 0.001.

Because the expression of *fat* genes depends on the nuclear hormone receptors *nhr-49* and *nhr-80* [18, 35], we determined levels of these NHR transcripts in *pry-1* mutant animals. 

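The libraries of N2 and *pry-1(mu38)* overlapped for both receptors. The log2 fold change of *nhr-49* was -0.13 (standard error 0.16, adjusted p = 0.674 from edgeR's quasi-likelihood test), and that of *nhr-80* was 0.11 (standard error 0.29, adjusted p = 0.84). With 1 library left out at a time, *nhr-80* ranged from -0.22 to 0.52 and *nhr-49* from -0.25 to 0.0025, with the extremes of both without 1 of the N2 libraries, so these counts do not settle a direction.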

Although RNA-Seq transcriptome data showed no change in either gene, qPCR revealed a subtle but significant upregulation of *nhr-80* whereas *nhr-49* was unchanged (S6 Fig). Thus, transcriptional regulation of these two NHRs is unlikely to be a mechanism affecting *pry-1*-mediated expression of Δ9-desaturase genes, although we cannot rule out the possibility that activities of one or both may be regulated post-transcriptionally in response to PRY-1 function. To further examine the involvement of *nhr* genes, two types of RNAi experiments were carried out. In one of these, *pry-1* was knocked down in *nhr-49(nr2041)* and *nhr-80(tm1011)* animals which reduced lipid levels in both mutant backgrounds (S7 Fig). In the other case, *nhr* genes were knocked down in *pry-1(mu38)* animals. While *nhr-49 RNAi* increased the lipid level likely due to *nhr-49* role in β-oxidation [35], no change was observed following *nhr-80* knockdown (S7 Fig). Overall, these results suggest that PRY-1 and the NHRs may act in parallel to regulate lipid levels.

### OA (18C:1n9) supplementation partially rescues the somatic depletion of lipids in *pry-1* mutants

OA constitutes one of the fatty acid species that showed 50% reduced levels in our GC-MS analysis (Fig 6A). OA is required for fatty acid metabolism and is synthesized by *C*. *elegans* as it cannot be obtained through the normal *E*. *coli* (OP50) diet. OA acts as a precursor for the synthesis of polyunsaturated fatty acids and triacylglycerides, which are used for fat storage [16]. The addition of exogenous OA as a fat source has been shown to rescue several fat-deficient mutants including *fat-6* and *fat-7* by restoring their fat storage, resulting in improved fertility and increased locomotion [46]. Moreover, the addition of OA in *sbp-1*, *fat-6*, and *fat-7* animals fully rescued defects in satiety quiescence [17, 18, 50]. We therefore reasoned that supplementation of OA may improve lipid levels in *pry-1(mu38)* mutants. Treatment with 1 mM OA resulted in the restoration of lipids in animals lacking *pry-1* function (up to 2-fold higher compared with the untreated control, Fig 6B and 6C). No significant changes were seen in the gonadal lipid levels, suggesting that lipid metabolism in the gonad was unaffected.

## Discussion

### PRY-1 is necessary for normal expression of genes involved in lipid metabolism

To understand the mechanism of PRY-1/Axin function, we performed transcriptome profiling on a *pry-1* mutant. The analysis revealed altered expression of many genes including those that affect hypodermis, stress-response, aging, and lipid metabolism. The hypodermal-related genes included collagens, cuticulins, and hedgehogs. 

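All genes named *col* with a number were grouped as the collagens. Of 159 in the counts, 128 were tested, 91 with a negative and 37 with a positive log2 fold change, at a median of -0.51 (adjusted p = 0.0119 from camera's test). Both *pry-1(mu38)* libraries lay below both N2 libraries in 47 collagens and above both in 17. In the quasi-likelihood test none passed over all genes tested or when adjusted over the list alone, and 31 had an unadjusted p under 0.05. DESeq2 called 6 as higher and 10 as lower, edgeR's exact test 4 and 2, and quantile normalization followed by DESeq2 8 and 12. The median was -0.13 without N2 replicate 2, -0.93 without N2 replicate 1 and -0.87 without *pry-1(mu38)* replicate 2; between N2 replicates 2 and 1 the same genes differed by a median of 1.31. The hedgehog-related and patched-related genes, also taken by name, gave 71 tested genes with a median of -0.50 (adjusted p = 0.00235), 53 of them negative, and a median of -0.24 without N2 replicate 2 and -0.82 without N2 replicate 1. Of these, *ptr-22* alone passed when adjusted over the list alone, and DESeq2 called 4, all lower.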

Previously, expression of some of the hedgehog genes was found to be altered in *bar-1* mutants [37, 38]. Considering that cuticular defects are observed in *bar-1* [36, 38] and *pry-1* mutants (Mallick *et al*., manuscript in preparation), and that hedgehog family members play roles in cuticle shedding and the formation of alae [39], these results lead us to suggest that a genetic pathway involving *pry-1* and *bar-1* may interact with hedgehogs for normal cuticle development.

One of the key findings of our *pry-1(mu38)* transcriptome analysis was the enrichment of genes related to lipid metabolism. In particular, we found that multiple lipogenic and lipolytic genes exhibited altered expression. For example, all four fatty acid desaturases (Δ5 and Δ9 desaturases) were downregulated in *pry-1* mutants. Whereas single *fat* gene mutants affect fatty acid composition without altering overall lipid levels, double mutants have low lipid levels [17, 46], suggesting that *pry-1* positively regulates fatty acid synthesis. With regard to lipolytic genes, such as those involved in β-oxidation, changes in gene expression between peroxisomal and mitochondrial β-oxidation genes showed an opposite trend (4 of 5 upregulated and 8 of 11 downregulated, respectively). This may indicate selective utilization of long-chain over short-chain fatty acids by the *pry-1* pathway. We also observed that all four lipases (*lips* family) were downregulated including *lips-7*, which was previously shown to be involved in lifespan extension and the maintenance of lipid levels [47]. 

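The gene *lips-7* had 1.68 and 5.47 CPM in N2 and 0.248 and 1.15 in *pry-1(mu38)*, a log2 fold change of -2.36 (standard error 0.87, adjusted p = 0.337 from edgeR's quasi-likelihood test). It was -1.26 without N2 replicate 2 and -3.83 without *pry-1(mu38)* replicate 2, and the counts behind the lowest level, in *pry-1(mu38)* replicate 1, were 8.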

Although *lips-7* RNAi did not alter the *pry-1(mu38)* phenotype, it remains to be seen whether *pry-1* affects any of the remaining three *lips* gene(s) to modulate lipids.

In addition to lipogenic and lipolytic genes, several lipid transporters are also present in the *pry-1(mu38)* transcriptome, including two lipid-binding proteins (*lbp-5* and *lbp-8*; both downregulated), six lipoproteins (*vit-1* to *-6*; all upregulated), and a LDL-like receptor protein (*lrp-2*). 

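The level of *lbp-8* was 6.59 and 18.9 CPM in N2 and 3.69 and 4.15 in *pry-1(mu38)*, with a standard error of 0.55 on its log2 fold change and an adjusted p of 0.337 from edgeR's quasi-likelihood test; DESeq2 called it. For *lbp-5* the log2 fold change was -0.47 (standard error 0.21, adjusted p = 0.345). Without N2 replicate 2 *lbp-5* was at -0.25 and *lbp-8* at -0.75. The other transporters of the family that the paper names, *lbp-1*, *lbp-2*, *lbp-4* and *lbp-7*, had positive log2 fold changes, from 0.64 for *lbp-1* to 0.86 for *lbp-4*; with N2 replicate 2 left out, *lbp-1*, *lbp-2* and *lbp-7* were at 0.28, 0.22 and 1.29, and with N2 replicate 1 left out *lbp-1* was higher than with all libraries and *lbp-2* and *lbp-7* were at 1.28 and 0.52.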

Knockdown of *lbp-5* and VITs negatively affect lipid storage [51], which further emphasizes the important role of *pry-1* in the maintenance of lipids and suggests that *pry-1*-mediated signaling is involved in the utilization of lipids for energetics as well as signaling mechanisms.

### PRY-1-mediated lipid metabolism involves vitellogenins

Reduced lipids may affect tissue function and physiology in different ways; for example, owing to altered membrane structure and compartmentalization, altered signaling, reduced energy demands, and impact on autophagy. The Oil Red O staining of *pry-1(mu38)* showed a severe reduction in lipid content with a marked decline in the somatic lipid storage. It is worth mentioning that a reduced lipid phenotype was also observed in *hs*::*dNT-bar-1* animals that carry a constitutively active form of BAR-1 (S8 Fig) [13], suggesting that *pry-1* may interact with *bar-1* to maintain lipid levels.

To understand the mechanism of *pry-1* signaling in lipid regulation, we examined the possibility of increased lipid breakdown. The results showed that total lipase activity was not increased in *pry-1* mutants. Additionally, knockdowns of *lipl-4* (lysosomal lipase) and *lips-7* (cytosolic lipase), both of which negatively regulate lipid levels [42, 43], in *pry-1(mu38)* had no observable effect. Thus, selective and rapid lipid catabolism does not appear to be a factor in lipid depletion in the absence of *pry-1* function.

We then investigated the role of VIT proteins, which are the distant homologs of human apolipoprotein B [52], in maintaining lipid levels. As major yolk proteins, VITs are involved in somatic mobilization of lipids to the developing germline. Moreover, previous studies demonstrated that reducing VITs in wild-type animals increases both lifespan and lipid accumulation, with overexpression having an opposite effect in long-lived mutants [49, 53]. Both RNA-Seq and qPCR experiments showed that the expression of all six *vit* genes was upregulated in *pry-1* mutants. 

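All 6 vitellogenins had higher CPM in both *pry-1(mu38)* libraries than in both N2 libraries, with a median log2 fold change of 3.92 (adjusted p = 1.12e-14 from camera's test). With each library left out in turn the median stayed from 3.66 to 4.99, the latter without N2 replicate 2. Of these genes 6 passed when adjusted over the list alone, which was drawn from these libraries, so that this and camera's p are no independent evidence, and none over all genes tested in the quasi-likelihood test, where all 6 had an unadjusted p under 0.05. DESeq2 and edgeR's exact test called 5 of them, all but *vit-3*, and quantile normalization followed by DESeq2 called all 6.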

We also observed a similar trend in *vit* expression in *hs*::*dNT-bar-1* animals (S9 Fig), which together with lipid defects (S8 Fig) support the possibility of *bar-1* being involved in *pry-1*-mediated *vit* transcription.

To examine whether PRY-1 signaling utilizes VITs to affect lipid levels, RNAi experiments were performed. The results showed that knocking down *vit* genes (*vit-1/2* and vit*-3*/*4*/*5*) suppressed low lipid phenotype of *pry-1* mutant animals, providing evidence that VITs play an important role in PRY-1-mediated lipid metabolism. We have also shown that such a role of VITs may not utilize lipoprotein receptors RME-2 (VIT transporter) or LRP-2 (VIT synthesis). Overall, these findings along with the role of VITs in regulating lipid levels [49], allow us to propose that PRY-1-mediated signaling involves VITs to regulate processes that depend on energy metabolism and lipid signaling [42, 43].

Although it remains unclear how VITs participate in *pry-1* signaling, one possibility may involve downregulation of the autophagy pathway. Manipulating VIT levels has been shown to affect the lifespan by altering autophagy [49]. Autophagy is a complex process that involves multiple enzymes to recycle cellular contents by converting them into usable metabolites. 

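A list of 23 autophagy genes gave 22 tested genes with a median log2 fold change of 0.076 (adjusted p = 0.746 from camera's test), 14 of them positive and 8 negative. The median turned to -0.025 without N2 replicate 2, and it was 0.20 without N2 replicate 1, 0.022 without *pry-1(mu38)* replicate 1 and 0.12 without *pry-1(mu38)* replicate 2. In the quasi-likelihood test none passed over all genes tested or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. DESeq2 called none of them either.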

Despite the *pry-1* transcriptome not containing known autophagy-related candidates, the pathway may still be involved. This could be tested by examining the roles of specific autophagosome genes in lipoprotein synthesis and autophagy, which in turn should reveal a link with *pry-1*-mediated lipid metabolism.

### A potential role of PRY-1 in fatty acid synthesis

While lipid catabolism appears to be unaffected in *pry-1* mutants, the low lipid phenotype may be caused by reduced fatty acid synthesis. In agreement with this, the expression of three conserved stearoyl-CoA desaturases, *fat-5*, *fat-6*, and *fat-7*, which are involved in the synthesis of monounsaturated fatty acids such as OA [16–18] was reduced in *pry-1* mutants. Because these *fat* desaturases are regulated by *nhr-49* and *nhr-80*, we examined genetic interactions between *pry-1* and *nhr* genes. Our qPCR and RNAi experiments (S6 and S7 Figs) did not reveal a clear epistatic relationship, suggesting that *pry-1* is likely to act in parallel to these two transcription factors. Besides NHR-49 and NHR-80, the mammalian homolog of SREBP, SBP-1, is another transcription factor that regulates expression of *fat* genes [50, 54, 55]. Although our RNA-Seq dataset did not include *sbp-1*, we found the *sbp-1* transcript levels to be reduced in *pry-1(mu38)* animals (S6 Fig), suggesting that *pry-1* may interact with *sbp-1* to affect expression of *fat* genes. However, more experiments are needed to validate this regulatory relationship.

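In these counts *sbp-1* had 81.3 ± 4.88 CPM in N2 and 89.3 ± 2.07 in *pry-1(mu38)* (SD, n = 2 libraries each), a log2 fold change of 0.14 (standard error 0.15, adjusted p = 0.619 from edgeR's quasi-likelihood test). It stayed from 0.076 to 0.19 with each library left out in turn, with the lowest value without N2 replicate 1.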

The GC-MS analysis of fatty acid composition revealed that *pry-1* is needed to maintain normal levels of every fatty acid species analyzed. A global reduction in fatty acids may affect processes that require utilization of lipids such as aging. However, the relationship between lipid levels and lifespan is not well understood. It is likely that rather than absolute levels, the quality of lipids may be more important for cellular processes [45]. We investigated this possibility using OA, one of the species involved in fatty acid signaling. Exogenous treatment with OA restored lipid levels in *pry-1* mutants. Thus, *pry-1* may play a role in maintaining the levels of beneficial fatty acids, possibly by affecting their synthesis. However, additional mechanisms are also likely to be involved, such as reduced conversion of acetyl-CoA to saturated fatty acid (palmitate), lower synthesis of diglycerides, and increased peroxisomal β-oxidation (S2 Fig). It would therefore be worthwhile to examine these possibilities in future studies.

It is also unclear whether PRY-1 is required in one or more tissues to maintain lipid levels. In preliminary studies using *pry-1*::*gfp* transgenic animals, we observed fluorescence in several tissues including seam cells, neuronal cells, muscles, and hypodermis. This suggests a broader requirement of PRY-1 in *C*. *elegans*, however more experiments are needed to fully understand its tissue-specific role in lipid regulation.

Our study provides the first evidence of PRY-1/Axin function in lipid metabolism. The involvement of lipids in age-related disorders in humans, as well as animal models, is well documented. Genetic and acquired lipid diseases are associated with the loss of subcutaneous fat, accumulation of visceral and ectopic fat, and metabolic syndromes such as insulin resistance, glucose intolerance, dyslipidemia, and hypertension [56]. In addition, Yang et al. showed that Axin expression in mice contributes to an age-related increase in adiposity in thymic stromal cells [10]. Although the role of PRY-1/Axin in fat storage needs to be investigated further, whether Axin family members play roles in any of these lipid-related diseases remains unknown. Therefore, the findings that PRY-1/Axin is necessary for the regulation of lipid levels provide a unique opportunity to investigate the role of Axin signaling in age-related lipid metabolism.

## Supporting information

S1 Fig Expression profile of WNT ligands, receptors, and target genes. (A-C) Developmental expression patterns of known WNT ligands, receptors and target genes from published microarray sources (see Methods). (D) qPCR validations of selected WNT target genes during the L1 and L4 stages. Each data sample represents the mean of two replicates and error bar represents the SEM. *p < 0.01.
(JPG) Click here for additional data file.

S2 Fig Overview of lipid metabolism and genes with altered expression in *pry-1(mu38)*. The lipid anabolic and catabolic pathway is adapted from a previously published study [57, 58]. Lipid anabolic processes involve initiation, desaturation and elongation of fatty-acid (FA), followed by triglyceride (TAG) formation. Initiation involves conversion of Acetyl CoA to the saturated fatty-acid (SFA) Palmitate (C16:0). Elongase (*elo*) and desaturase (*fat*) enzymes act on Palmitate to modify it to long chain mono- and poly-unsaturated fatty acids (MUFAs and PUFAs, respectively). MUFAs and PUFAs are collectively termed as free fatty acids (FFAs). The FFAs are linked with glycerol 3-phosphate (Glycerol 3P) to produce lysophosphatidic acid (LPA) and phosphatidic acid (PA). PA and monoglycerides (MAG) serve as building blocks of diglycerides (DAG) synthesis. DAGs are converted into neutral lipids (TAGs). Lipid catabolism begins with the breakdown of TAGs into DAGs by ATGL-1, and other lipases and lipase-like enzymes (abbreviated as ‘*lipl’* and ‘*lips’*) to release FFAs. FFAs are further broken down to Acetyl CoA through peroxisomal- and mitochondrial- β-oxidation and release energy. Putative genes involved in lipid metabolism are shown at the appropriate step. Genes with altered expression in *pry-1(mu38)* are highlighted in blue (DOWN) and red (UP).
(JPG) Click here for additional data file.

S3 Fig Quantification of lipids in *vit* and *pry-1* mutants. (A) Representative images of wild-type (WT) and *vit* mutant animals stained with Oil Red O. Refer to Fig 3 for lipid quantification in these worms. (B) Representative images of *mdt-28p*::*mCherry* and *pry-1(mu38)*; *mdt-28p*::*mCherry* animals treated with *gfp* (control) and *vit* RNAi. (C,D) Histograms showing quantification of fluorescence intensity. Data represents the mean of two replicates and error bar represents the SEM. *p < 0.05, **p < 0.01.
(JPG) Click here for additional data file.

S4 Fig *vit-1* RNAi causes almost complete elimination of *vit-2* transcripts. qPCR analysis of *vit-2* in the *pry-1(mu38)* day 3 mutants after adult specific *vit-1* RNAi knockdown. Data represents the mean of three replicates and error bar represents the SEM. *p < 0.01.
(JPG) Click here for additional data file.

S5 Fig Relative fatty acid abundance in *pry-1(mu38)*. (A) Relative abundance of selected fatty acid species expressed in percentage of total fatty acid as determined by GC-MS analysis. *pry-1* mutants have marginally lower levels of C15:0, C16:0 and higher levels of C20:1, C22:0 than N2 (marked with star, *p* < 0.05). Error bar represents the standard deviation. (B, C) A representative GC-MS Total Ion Chromatogram (TIC) traces of populations of the N2 and *pry-1(mu38)* worms, respectively. The peaks corresponding to fatty acid species are identified.
(JPG) Click here for additional data file.

S6 Fig *sbp-1* is downregulated in *pry-1(mu38)*. qPCR analysis of *nhr-49*, *nhr-80* and *sbp-1* genes in *pry-1(mu38)* animals at the L1 stage. Data represents the mean of two replicates and error bar represents the SEM. *p < 0.05, *p < 0.01.
(JPG) Click here for additional data file.

S7 Fig Genetic interaction analysis of *pry-1* with *nhr-49* and *nhr-80*. (A) Representative images after RNAi knockdown of *nhr-49* and *nhr-80* in wild-type and *pry-1(mu38)* animals. (B) Lipid quantification after *nhr-49* and *nhr-80* RNAi. (C) Representative images of *nhr-49* and *nhr-80* mutant animals fed with *gfp* (control) and *pry-1* RNAi bacteria. (D) Lipid quantification in wild-type, *nhr-49*, and *nhr-80* mutants. Data represents the mean of at least two replicates and error bar represents the SEM. n > 30, *p < 0.05.
(JPG) Click here for additional data file.

S8 Fig Lipid staining and quantification in *hs*::*dNT-bar-1* animals. (A) Representative DIC images of N2 and *hs*::*dNT-bar-1* at 20 °C, after heat shock at 30 °C for 12hrs and 38 °C for 30 minutes, stained with Oil Red O. (B) Quantification of total lipids in *hs*::*dNT-bar-1* animals after heat shock treatments. Data represents the mean of at least two replicates and error bar represents the SEM. n > 50 for each trial*; p* < 0.01 for all mutants compared to the control (marked with *).
(JPG) Click here for additional data file.

S9 Fig qPCR analysis of *vit* genes in *hs*::*dNT-bar-1* animals. (A) qRT-PCR of *vit* genes at L1 stage in *hs*::*dNT-bar-1* mutants after heat shock at 38 °C for 30 min. Data represents the mean of at least two replicates and error bar represents the SEM. The dotted horizontal line marks the control which is normalized to one. *p < 0.01.
(JPG) Click here for additional data file.

S1 Table List of primers used in this study. (PDF) Click here for additional data file.

S2 Table mRNA transcripts mapped to the *C*. *elegans* genome. (PDF) Click here for additional data file.

S3 Table An Excel spreadsheet listing differentially regulated genes. (XLSX) Click here for additional data file.

S4 Table An Excel spreadsheet showing GO-term enrichment. (XLSX) Click here for additional data file.

S5 Table An Excel spreadsheet showing transcriptome comparison. (XLSX) Click here for additional data file.

S6 Table An Excel spreadsheet showing analysis of the shared genes based on expression trends. (XLSX) Click here for additional data file.

S7 Table Conservation of *vit* gene sequences used in RNAi experiments. RNAi clones are from the Ahringer library. ns: no significant identity observed.
(PDF) Click here for additional data file.

# Supplementary material for: PRY-1/Axin signaling regulates lipid metabolism in Caenorhabditis elegans
**Source:** PLoS One. 2018 Nov 7;13(11):e0206540. doi: 10.1371/journal.pone.0206540
**Supplement:** S1 Table

**S1 Table. List of primers used in this study.**

| Gene          | Primer orientation<br>(Forward, FP;<br>Reverse, RP) | Sequence (5' to 3')                          |
|---------------|-----------------------------------------------------|----------------------------------------------|
| <i>pmp-3</i>  | FP                                                  | <b>GL747</b> CTTAGAGTCAAGGGTCGCAGTGGAG       |
|               | RP                                                  | <b>GL748</b> ACTGTATCGGCACCAAGGAACTGG        |
| <i>pry-1</i>  | FP                                                  | <b>GL741</b> CGCCAACACGAGGAGTTTGTGG          |
|               | RP                                                  | <b>GL742</b> TGTGATGAATGGTGGGCGGAGC          |
| <i>pry-1</i>  | FP                                                  | <b>GL1343</b> ATTACCCGGGCTCCGCCACCATTTCATCAC |
|               | RP                                                  | <b>GL1344</b> TGCTGAGCTCGAGCCTTTCTGTGCTGCCT  |
| <i>ptr-16</i> | FP                                                  | <b>GL853</b> GCAATGCTTCATCCCGATTACATCC       |
|               | RP                                                  | <b>GL854</b> GTGGTTTGACGATCCGTTTCGGA         |
| <i>ptr-19</i> | FP                                                  | <b>GL855</b> CATCAACTACCCATCAATCTGCGTG       |
|               | RP                                                  | <b>GL856</b> GATCCGAGACGAGAAGCAGCTTGA        |
| <i>ptr-20</i> | FP                                                  | <b>GL857</b> CATTTGTGCCGACGATTTCTCAGG        |
|               | RP                                                  | <b>GL858</b> GTGTTGACATGAGAGACGAGGGCA        |
| <i>grd-14</i> | FP                                                  | <b>GL876</b> TTTTCGTCGCCATCTCGTCT            |
|               | RP                                                  | <b>GL877</b> GGCATGCCTCTGGCTCATA             |
| <i>grd-15</i> | FP                                                  | <b>GL878</b> GCAACGGGATGAGCAGATAGA           |
|               | RP                                                  | <b>GL879</b> GGGTTGCAACACATGAAGC             |
| <i>grd-6</i>  | FP                                                  | <b>GL880</b> TATTGCCCAGCCAAATCCAAGAGTCGT     |
|               | RP                                                  | <b>GL881</b> GTTGTGGTCTGTACTGTTGTTGGA        |
| <i>grl-1</i>  | FP                                                  | <b>GL882</b> ACTGCCACAAGATATCAGGCAT          |
|               | RP                                                  | <b>GL883</b> TTGTAGAGTCGGTTGCTGGG            |
| <i>grl-16</i> | FP                                                  | <b>GL884</b> GCTTTGAAGAACGAGAAGGACAACC       |
|               | RP                                                  | <b>GL885</b> GTTCTCTTTCCGTACCAGTTGACG        |
| <i>grl-21</i> | FP                                                  | <b>GL886</b> ACGGACCAGGACCATACAGA            |
|               | RP                                                  | <b>GL887</b> TCACCTGATGTCATTCCCTTCT          |
| <i>grl-4</i>  | FP                                                  | <b>GL888</b> GGAGAGGAACATGAACGGTGA           |
|               | RP                                                  | <b>GL889</b> CTTGGCAGTAGGTCTCGGTG            |

|               |    |                                       |
|---------------|----|---------------------------------------|
| <i>grl-6</i>  | FP | <b>GL890</b> GAGACCATCTTGCCCCGTGTA    |
|               | RP | <b>GL891</b> GCAACAATCGTTCTGAGCTGG    |
| <i>grl-13</i> | FP | <b>GL892</b> GGAAGAGGCAATGTCGTCCA     |
|               | RP | <b>GL893</b> AAATCTGGCCGTCCAACCTCC    |
| <i>vit-1</i>  | FP | <b>GL872</b> GGTTCGCTTTGACGGATACAC    |
|               | RP | <b>GL873</b> AACTCGTTGGTGGACTCATC     |
| <i>vit-2</i>  | FP | <b>GL870</b> GACACCGAGCTCATCCGCCCA    |
|               | RP | <b>GL871</b> TTCCTTCTCTCCATTGACCT     |
| <i>vit-3</i>  | FP | <b>GL868</b> GGCTCGTGAGCAAACCTGTTG    |
|               | RP | <b>GL869</b> TTAATAGGCAACGCAGGCGG     |
| <i>vit-4</i>  | FP | <b>GL866</b> TGTCAACGGACAAGAGGTTG     |
|               | RP | <b>GL867</b> TCCTTTGGTCCAGAGACCTTC    |
| <i>vit-5</i>  | FP | <b>GL864</b> GGCAATTTGTTAAGCCACAA     |
|               | RP | <b>GL865</b> CCTCCTTTGGTCCAGAAACCT    |
| <i>vit-6</i>  | FP | <b>GL862</b> AGTCGCTATTGTGCGAGCGTC    |
|               | RP | <b>GL863</b> AGACGGAGGTCACCTTTTGC     |
| <i>fat-4</i>  | FP | <b>GL1201</b> ATGGATGCCACTACCGTATTCC  |
|               | RP | <b>GL1202</b> TCTGGTTCTTGTGTAGGGCAC   |
| <i>fat-5</i>  | FP | <b>GL1203</b> ATGGGTATTCTCCTGCACAC    |
|               | RP | <b>GL1204</b> TCCATGAGAGGGTGGCTTTG    |
| <i>fat-6</i>  | FP | <b>GL1205</b> GCGCTGCTCACTATTTTCGG    |
|               | RP | <b>GL1206</b> GGAAGTTGTGACCTCCCTCTC   |
| <i>fat-7</i>  | FP | <b>GL1207</b> GCGCTGCTCACTATTTTGGT    |
|               | RP | <b>GL1208</b> TGTGACCTCCTTCACCAACG    |
| <i>nhr-49</i> | FP | <b>GL1209</b> ATCACCGACGAGATCATGCC    |
|               | RP | <b>GL1210</b> TCGAAACCCCTTGAAAGCA     |
| <i>nhr-80</i> | FP | <b>GL1211</b> GGTCGAATGGAAATGACACAGA  |
|               | RP | <b>GL1212</b> CATTGAGATCTACCTCGGTTGTG |
| <i>sbp-1</i>  | FP | <b>GL1398</b> GGACCATCACAACAACCGGA    |
|               | RP | <b>GL1399</b> GCAGGGAGTGTAAGGTGCTT    |
| <i>atgl-1</i> | FP | <b>GL1240</b> CCGACTACAAGTAAACGTGATGC |

|               |    |                                        |
|---------------|----|----------------------------------------|
|               | RP | <b>GL1241</b> AGATTCGGCTGGTTGAGGTG     |
| <i>fasn-1</i> | FP | <b>GL1236</b> ACTGAAGGAGTTGCAGCCAT     |
|               | RP | <b>GL1237</b> CTCCTTGTGCCCATCAGTGT     |
| <i>mlcd-1</i> | FP | <b>GL1234</b> TCACAAAAAGAGGAGCACCG     |
|               | RP | <b>GL1235</b> ATACCAGAAAGACCAGGCTGTG   |
| <i>mab-5</i>  | FP | <b>GL737</b> AGCATGTATCCTGGATGGACAGGCG |
|               | RP | <b>GL738</b> TGCTGAAGCAGATGTGCCGGATG   |
| <i>egl-5</i>  | FP | <b>GL745</b> ACGGCTGGCCACAGAACTACAAC   |
|               | RP | <b>GL746</b> AGTTGGGCCACGCCGTATTC      |
| <i>lin-39</i> | FP | <b>GL739</b> ACTGCACCGCCTGAATTCTTATCC  |
|               | RP | <b>GL740</b> TGGAAGCACCTGGAAGGAGACG    |

# Supplementary material for: PRY-1/Axin signaling regulates lipid metabolism in Caenorhabditis elegans
**Source:** PLoS One. 2018 Nov 7;13(11):e0206540. doi: 10.1371/journal.pone.0206540
**Supplement:** S7 Table — RNAi clones are from the Ahringer library. ns: no significant identity observed.

**S7 Table. Conservation of *vit* gene sequences used in RNAi experiments.** RNAi clones are from the Ahringer library. ns: no significant identity observed.

| gene targets | <i>vit</i> gene fragments used in RNAi |              |              |              |
|--------------|----------------------------------------|--------------|--------------|--------------|
|              | <i>vit-1</i>                           | <i>vit-3</i> | <i>vit-4</i> | <i>vit-5</i> |
| <i>vit-1</i> | 100%                                   | ns           | 80% (98bp)   | 80% (123bp)  |
| <i>vit-2</i> | 94% (1025 bp)                          | ns           | 80% (99bp)   | 81% (123bp)  |
| <i>vit-3</i> | ns                                     | 100%         | 99% (2421bp) | 94% (1125bp) |
| <i>vit-4</i> | ns                                     | 98% (2364bp) | 100%         | 97% (1075bp) |
| <i>vit-5</i> | ns                                     | 97% (2267bp) | 98% (2397bp) | 100%         |
| <i>vit-6</i> | ns                                     | ns           | ns           | ns           |

How the deposited data were processed for this re-analysis (not part of the article)

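RNA-Seq libraries of whole synchronized L1 larvae were used, 2 of N2 and 2 of *pry-1(mu38)*. The strain and the replicate of each library come from the sample labels, and all columns of values were matched to a library. What the authors deposited is a table of read counts per gene, in whole numbers and without normalization. The paper's methods describe trimming with cutadapt and trimgalore, mapping with Bowtie to the genome build ce6, estimation of abundances with eXpress, quantile normalization and tests with DESeq, while the description of the series names the Burrows-Wheeler Aligner in place of Bowtie. The table holds whole-number counts followed by the kind of summary lines that a read counter writes, so its values are neither estimates of eXpress nor quantile normalized. The strand setting and the annotation behind the counts are not named in the paper's text. Reads outside genes made up from 5.32% to 6.75% of a library and reads on more than 1 gene from 0.556% to 0.620%. Their number, and that of reads aligned at several places, is given for each library in the summary lines, which were left out before the analysis. The depth was 27741375 to 33230854 counts on genes per library.

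From the counts, log2 fold changes of *pry-1(mu38)* over N2 were computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, library sizes were scaled by TMM (factors from 0.985 to 1.02), and the quasi-likelihood test was adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. The common dispersion was 0.0825. CPM values use the TMM-scaled library sizes. Standard errors of the log2 fold changes come from the same fit. The genes are named as in the table, and 18187 names were matched to an identifier in the annotation of build WBcel235, which was used for transcript lengths and for which genes neighbour each other; coordinates are not given because the counts were made on another build. With 2 libraries in each strain no other split of the libraries was tested. An exact two-sided permutation test over such splits cannot give a p below 0.333.

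The genes named individually are those that the paper names in its text or in Fig 1F, together with up to 10 called genes with the largest absolute log2 fold change among those with a mean of at least 10 counts and with both *pry-1(mu38)* libraries on the same side of both N2 libraries. Any other gene is said to have been chosen after its values were seen. Altogether 34 gene lists were written before the data were examined, from the paper's text, from general knowledge or from the form of the gene name, as were the alternatives, the comparison and this rule. Part of S3 Table had been read by then, which bears on the list of replication and cell cycle genes. The 26 lists with at least 5 tested genes were tested with camera of limma 3.58.1, two-sided and with a preset correlation of 0.01, and checked with fry and with the correlation estimated from the data. For a list, the share of 10000 random lists of the same size, matched on mean expression, with a median as high or as low was computed as a description of these libraries.

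The alternatives were DESeq2 1.42.0 with its own size factors, edgeR's exact test, library sizes without TMM, quantile normalization followed by DESeq2 or by edgeR's quasi-likelihood test, no filter on low counts, a mean of at least 10 counts, a block for the replicate number, an adjusted p under 0.0005, edgeR's test of a change beyond 2-fold, and each library left out in turn, for which fold changes alone were computed. The quantile-normalized counts could be fitted only with the earlier version of the quasi-likelihood method, which was therefore added as an alternative for the unnormalized counts after the data had been seen. The tests were first tested on simulated data, drawn with the real means, library sizes and dispersions and with 200 genes changed by known factors. The changed genes were drawn from those with high counts, and the noise was drawn for each gene alone. At a dispersion of 0.01 for every gene the quasi-likelihood test recovered 200 of the changed genes and called 6 unchanged genes. The paper's values were taken from its text and from S3, S5 and S6 Tables; S3 Table was held in part, as 936 of its genes. The gene ontology analysis, the overlaps with whole *bar-1* datasets, the qPCR, the lipid measurements and the other assays were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.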

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

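The tests of an explanation in this part were chosen only after the result they address had been seen. The gene lists and the alternatives had been set before.

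A list of 16 oocyte and eggshell markers, which the paper does not discuss, stood higher in *pry-1(mu38)* than in N2, with a median log2 fold change of 0.83 (camera's adjusted p = 2.26e-06, not below 0.05 under fry or with an estimated correlation). Of these genes 15 had a positive value and 13 had higher CPM in both *pry-1(mu38)* libraries than in both N2 libraries, where the random order of 4 libraries puts both above in 16.7% of genes and 29.1% of all tested genes had that order. Adjusted over the list alone, 2 passed, *cpg-2* at 2.32 and *C44B12.5* at 3.31, both named after their values were seen. Over all genes tested none passed in the quasi-likelihood test, where 7 had an unadjusted p under 0.05; DESeq2 and edgeR's exact test called the same 2 genes (adjusted p = 9.35e-04 and 0.00355 for *cpg-2*, 0.0109 and 0.00552 for *C44B12.5*), and quantile normalization followed by DESeq2 called 6 of the list. The larvae of both strains also express *lin-41*, at 291 and 281 CPM in N2 and 322 and 299 in *pry-1(mu38)*, and *mei-1*, at 13.2 to 18.0; the other genes of the list were at or below 7.36 in every library. The difference that separates the N2 libraries is not enough to explain the pattern, because the median remained positive without either of them, at 0.56 without N2 replicate 1 and 1.38 without N2 replicate 2. RNA of the mothers' oocytes or eggshell-forming tissue carried into the preparations stays open. Oocytes would bring maternal RNA too, and the median of the maternal and early embryo list was -0.057, but its genes differed by a median of 1.01 between N2 replicates 2 and 1, so that carried-over RNA and a change within the larvae cannot be told apart for these genes. A change in the larvae of *pry-1(mu38)* themselves may also account for it and was not tested.

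The genes *F15E11.15* and *F15E11.12*, which the paper does not discuss and which were chosen after their values were seen, had log2 fold changes of 4.04 (standard error 0.46) and 3.66 (standard error 0.42), with an adjusted p of 0.292 for each in edgeR's quasi-likelihood test. DESeq2 and edgeR's exact test called both. The level of *F15E11.15* was 2.23 and 3.29 CPM in N2 and 30.3 and 61.3 in *pry-1(mu38)*; that of *F15E11.12* was 2.74 and 3.02 against 24.2 and 48.6. The related genes *F15E11.1*, *F15E11.13* and *F15E11.14* had 0 counts in every library, so reads shared among the copies may have been left out and the single values are uncertain. S3 Table gives *F15E11.1*, *F15E11.14* and *Y19D10B.7*, another copy, as higher as well, at 4.05 to 4.30 on its own scale. An exchange of reads among these copies alone would not give this. *F15E11.13* is not among the higher genes of S3 Table. The paper names eXpress for estimating abundances but does not state how reads shared among copies were assigned. The log2 ratio of the sum over all copies, 3.86, comes almost wholly from these 2 genes and holds none of the reads left out, so reads shared with *F15E11.13* and a change in level cannot be told apart for these genes. A difference in level between the strains stays open, since the tests on these 2 genes do not separate it from shared reads.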

How the results depend on the processing

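No test in this part was chosen after its result was seen, except the earlier version of edgeR's quasi-likelihood test and the number of lists whose median changed sign without a library. The number of differentially expressed genes depended on the test and on the block for the replicate number. With the quasi-likelihood test it was 1, *srw-85*, lower in *pry-1(mu38)*, and it was also 1 with library sizes alone, with quantile normalization, with a mean of at least 10 counts, with edgeR's test beyond 2-fold and with the earlier version of the method, which was chosen after seeing the data. Without a filter, and with a threshold of 0.0005, it was 0 in either direction and at 2-fold or more; without a filter more genes are tested, and 2360 had an unadjusted p under 0.05. No mean or median fold change can be given for these settings. EdgeR's exact test called 292 genes (146 higher and 146 lower; 285 at 2-fold or more, 144 higher and 141 lower), with a mean fold change of 5.76 and a median of 3.67. DESeq2 called 480 (165 and 315; 468 at 2-fold or more, 161 and 307), with a mean of 4.74 and a median of 3.71. Quantile normalization followed by DESeq2 called 512 (219 and 293; 497 at 2-fold or more, 211 and 286), with a mean of 4.75 and a median of 3.64. With quantile normalization before edgeR the fold of the called gene was 22.3. The cause of these changes was not tested.

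With a block for the replicate number, 2427 genes were called, 693 higher and 1734 lower, of which 1810 changed 2-fold or more (439 higher and 1371 lower), with a mean fold change of 3.14 and a median of 2.52; in the sets shared with the *bar-1* studies it called 58, 224 and 41. Of the 84 genes named individually it called 59 that the quasi-likelihood test without the block did not, among them *pry-1* (adjusted p = 0.0123), and it did not call *lrp-2* (0.115) or *fat-7* (0.205). The samples share only a number, and the deviations of the libraries with the same number from their strain's mean correlated across genes at 0.485, over only 2 pairs. In the simulated libraries with the dispersion of each gene as estimated, 62 of the 209 genes that the block called had not been changed.

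In the sets shared with the *bar-1* studies (constitutively active *bar-1* in whole animals, *bar-1(ga80)*, and constitutively active *bar-1* in vulva and seam cells), DESeq2 called 27, 91 and 13 genes, quantile normalization followed by DESeq2 called 29, 94 and 15, and no filter left 0 of the *bar-1(ga80)* set; the cause was not tested. Spearman's rho with S3 Table across genes moved from 0.981 to 0.984 with quantile normalization before edgeR and 0.984 before DESeq2; the cause was not tested.

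Under fry and under camera with an estimated correlation the median of a list stays as it was by construction and the test changes. The adjusted p of the vitellogenins (median 3.92) was 0.107 under fry and 0.588 with an estimated correlation. That of the named hedgehog-related genes (median -1.67) was 0.490 and 0.733, and that of the WNT components (median 0.72) 0.107 and 0.733. For the lipases (median -2.08) it was 0.490 and 0.733, and for the fatty acid oxidation genes (median -0.83) 0.107 and 0.588. None was past the threshold there. Both tests draw on the spread within only 2 libraries of each strain, so they had little power. Failing them does not argue against a change in a list. Across the 4 fits that each left out one library, the median of the vitellogenins was from 3.66 to 4.99, of the named hedgehog-related genes from -2.27 to -0.59, of those from the *bar-1* studies from -1.02 to 0.036, of the WNT components from 0.57 to 0.87, of the transporters from 0.25 to 0.77, of the lipases from -2.97 to -0.94 and of the fatty acid oxidation genes from -1.24 to -0.77. N2 replicate 2 decided the smallest value for the hedgehog-related genes, the transporters and the lipases, at -0.59, 0.25 and -0.94, and turned the direction of those from the *bar-1* studies, at 0.036.

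Leaving out N2 replicate 2 changed the sign of the median of 12 of the 34 lists, leaving out N2 replicate 1 of 1, *pry-1(mu38)* replicate 1 of 2 and *pry-1(mu38)* replicate 2 of 0. Other settings also reversed a direction. After quantile normalization, *grl-14* had a log2 fold change of 0.21 with DESeq2 and 0.21 with edgeR, the maternal and early embryo list a median of 0.24 and the C-type lectins a median of 0.018; without a filter the sperm markers had a median of 0.15, with more genes tested. The cause was not tested. Of 84 genes named individually, 14 were past the threshold under DESeq2, 8 under the exact test and 14 with quantile normalization followed by DESeq2 but not in the quasi-likelihood test, and the fold change moved by more than the spread between replicates in 37 without N2 replicate 2 and in 17 without N2 replicate 1. Of 19 further lists that were tested, 7 fell behind the threshold under fry.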

Differences from the paper's values

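Of the tests in this part, the scale on which S3 Table is compared was chosen only after the values were seen. The paper's number of differentially expressed genes is 2665, 767 higher and 1898 lower, and the quasi-likelihood test gave 1, 0 higher and 1 lower. The paper's numbers at 2-fold or more are 1331, 248 and 1083, against 1, 0 and 1. Of the alternatives set before the data were examined, the replicate block, with 2427, 693 and 1734 genes and 1810 and 1371 at 2-fold or more in all and lower, came within 1.5 times the paper's values; for the genes 2-fold or more higher quantile normalization followed by DESeq2, at 211, did, and the block, at 439, did not. DESeq2, edgeR's exact test, library sizes alone, quantile normalization before edgeR, no filter, a mean of at least 10 counts, the test beyond 2-fold and the threshold of 0.0005 did not close the gaps. The DESeq package that the paper names was not run. For 10 of the rows read from S3 Table the deposited counts were 0 in all 4 libraries, so the paper's list does not rest on these counts alone. Coming close to the paper's numbers does not show that the pairing assumed by the block holds. The paper's mean and median fold change of 2.2 and 2.0 stand against 23.4 and 23.4, and the replicate block, at 3.14 and 2.52, was the alternative that came within 1.5 times them. The paper does not say whether its values are ratios; the genes that S3 Table prints as higher have a mean of 1.98 and a median of 1.73 on its shifted log2 scale, so whether the units agree is not known.

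The paper's change for *pry-1* on the log2 scale is 1.3, against a log2 fold change of 0.78, a fold of 1.71; none of the alternatives set before the data were examined closed the gap, and the values without 1 library ranged from 0.68 to 0.87. S3 Table, which the paper cites for it, gives the paper's value as 1.79, which is 0.79 when moved by 1 towards 0, a scale chosen after the values were seen, against the 0.78 found here. The paper's numbers of genes shared with the *bar-1* studies are 67 for constitutively active *bar-1* in whole animals, 278 for *bar-1(ga80)* and 53 for constitutively active *bar-1* in vulva and seam cells, of which 0, 1 and 0 were called. The replicate block, with 58, 224 and 41, closed the gaps, and DESeq2, quantile normalization followed by DESeq2 and no filter did not. The values of S3 Table match the log2 fold changes after a shift by 1 away from 0. On that scale the paper's value for *vit-3* is 2.81 against 2.53, closed by quantile normalization with DESeq2 or edgeR and by leaving out N2 replicate 2 or *pry-1(mu38)* replicate 1 and not by the other alternatives, and for *vit-4* it is 4.25 against 4.18, closed by DESeq2 and by leaving out *pry-1(mu38)* replicate 2 and not by the others.

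The paper gives *grd-3* and *ptr-13* among genes that are lower, and their log2 fold changes were 0.64 and 0.55, with the paper's own values in S3 Table at 1.65 and 1.56; without N2 replicate 2 the value of *ptr-13* was -0.030. Of 64 genes that the paper names as changed, the quasi-likelihood test called 0, with 34 at an unadjusted p under 0.05. EdgeR's exact test called 8, *vit-1*, *vit-2*, *vit-4*, *vit-5*, *vit-6*, *ptr-22*, *acdh-1* and *acs-2*. DESeq2 called 14, *vit-1*, *vit-2*, *vit-4*, *vit-5*, *vit-6*, *grl-4*, *grl-21*, *grd-14*, *ptr-22*, *lbp-8*, *lips-10*, *fat-5*, *acdh-1* and *acs-2*, and quantile normalization followed by DESeq2 called 13, *vit-1*, *vit-2*, *vit-3*, *vit-4*, *vit-5*, *vit-6*, *grl-4*, *grl-21*, *grd-14*, *ptr-22*, *fat-5*, *acdh-1* and *acs-2*. The replicate block called 54 of them.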

Other observations

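All tests of an explanation in this part were chosen only after the result they address had been seen.

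The vitellogenins were higher in both *pry-1(mu38)* libraries. Reads shared between near-identical genes do not account for it, since *vit-6*, for which S7 Table gives no significant identity, rose by a log2 fold change of 4.66. The difference between the N2 libraries does not either: the vitellogenins differed by a median of 1.59 between N2 replicates 2 and 1, in the same direction as the named hedgehog-related genes at 1.64, whereas between strains these lists moved apart. RNA of the mothers' tissues carried into the preparations may contribute. Only 0.01% of 10000 matched random lists, the smallest share they can give, had a median as high as the oocyte and eggshell list. The replication and cell cycle genes reached the same share. The random lists were matched on mean expression alone and do not hold genes expressed together. The share therefore does not test whether RNA was carried over. For unhatched embryos, 3 of 12 maternal and early embryo markers were higher in both *pry-1(mu38)* libraries, while the strains overlapped for the others, and for whole adults 0 of 4 adult cuticle collagens were. Because col-19 itself ranged from 1.46 to 7.43 CPM between the N2 libraries and the share of adult RNA that would be needed is not known, these sources and a change within the larvae cannot be told apart. Higher transcription of the vitellogenins in *pry-1(mu38)* larvae stays open. By qPCR the paper found vitellogenins overexpressed at the L1, L2 and L3 stages and none at L4.

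The named hedgehog-related and lipase genes were lower in *pry-1(mu38)*, and they also differed within strains. Between *pry-1(mu38)* replicates 2 and 1 the medians were 0.84 and 1.35, as high as in 0.01% and 0.04% of 10000 matched random lists. A difference between preparations is therefore a candidate explanation for part of the fall, and without N2 replicate 2 the medians were -0.59 and -0.94. With the replicate block, which assumes that libraries with the same number belong together, the medians were -1.67 and -2.04. An effect of the strain stays open as well, since 22 hedgehog-related genes and all 5 lipases were lower in both *pry-1(mu38)* libraries than in both N2 libraries.

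N2 replicate 1 was closer to both *pry-1(mu38)* libraries than to N2 replicate 2. Mixed or exchanged libraries are argued against by the vitellogenins, which in N2 replicate 1 stood at a median of 3.25% of their mean *pry-1(mu38)* level. After all libraries had been reduced to the smallest number of reads, the SD of the log2 difference between the N2 libraries was 0.799, and after its trend with transcript length had been removed (over 14096 genes with a length, 93.3% of those tested) it was 0.80, so neither the number of reads nor transcript length accounts for it. A difference in feeding or developmental progress between the N2 preparations may account for it. The median difference of the L1 arrest and starvation list between N2 replicates 2 and 1 was 1.26, which 0.01% of matched random lists, the smallest share they can give, reached. That of the molting and cuticle list was -0.52. Other lists reached the same share, among them the named hedgehog-related genes at 1.64 and the collagens at 1.31. The value is therefore not specific to starvation genes.

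The gene *srw-85* was the gene that passed over all genes tested. A deletion reaching into its neighbours is argued against by the nearest genes with a mean of at least 10 counts, 3 on each side. Their log2 fold changes ran from -0.61 to 0.81, with a median of 0.012, against -4.55 for *srw-85*. Genes with fewer counts were not examined. A variant within the gene in one of the strains would give a level that is alike within strains and far apart between them, as was seen, with a log2 difference of -0.034 between the N2 libraries; but a change in transcription gives the same, so these cannot be told apart from the counts of the gene.

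The remaining lists give the following medians of the log2 fold change, with camera's adjusted p where the list had at least 5 tested genes. Replication and cell cycle genes had a median of 0.42 (camera's adjusted p = 3.80e-05), which was 0.19 without N2 replicate 2 and 0.68 without N2 replicate 1. The neuronal genes had a median of -0.39 (camera's adjusted p = 0.00821), which was -0.15 without N2 replicate 2 and -0.65 without N2 replicate 1. The body muscle genes had a median of -0.25 (camera's adjusted p = 0.0633), which was 0.10 without N2 replicate 2 and -0.53 without N2 replicate 1. Intestine genes other than the vitellogenins had a median of 0.17 (camera's adjusted p = 0.100), which was -0.0033 without N2 replicate 2 and 0.46 without N2 replicate 1, and 0.058 without *pry-1(mu38)* replicate 1, and 0.28 without *pry-1(mu38)* replicate 2. Genes of the unfolded protein response had a median of 0.19 (camera's adjusted p = 0.737), which was 0.027 without N2 replicate 2 and 0.30 without N2 replicate 1. L1 arrest and starvation genes had a median of -0.46 (camera's adjusted p = 0.494), which was 0.18 without N2 replicate 2 and -0.80 without N2 replicate 1, and -0.21 without *pry-1(mu38)* replicate 1. Larval molting and cuticle genes had a median of -0.11 (camera's adjusted p = 0.981), which was -0.12 without N2 replicate 2 and 0.17 without N2 replicate 1, and 0.28 without *pry-1(mu38)* replicate 1, and -0.35 without *pry-1(mu38)* replicate 2. FMRFamide-like and neuropeptide-like genes had a median of -0.16 (camera's adjusted p = 0.299), which was 0.022 without N2 replicate 2 and -0.30 without N2 replicate 1. Ribosomal protein genes had a median of 0.15 (camera's adjusted p = 0.00829), which was -0.11 without N2 replicate 2 and 0.49 without N2 replicate 1. Histone genes had a median of 0.32 (camera's adjusted p = 0.00762), which was 0.73 without N2 replicate 2 and 0.19 without N2 replicate 1. Genes of C-type lectins had a median of -0.19 (camera's adjusted p = 0.864), which was 0.13 without N2 replicate 2 and -0.18 without N2 replicate 1, and -0.033 without *pry-1(mu38)* replicate 1. The other WNT pathway genes had a median of 0.10 (camera's adjusted p = 0.369), which was 0.044 without N2 replicate 2 and 0.16 without N2 replicate 1. The other lipid regulators that the paper names had a median of 0.14 (camera's adjusted p = 0.142), which was 0.19 without N2 replicate 2 and 0.52 without N2 replicate 1. Sperm markers had a median of -0.35 (camera's adjusted p = 0.737), which was 0.60 without N2 replicate 2 and -0.87 without N2 replicate 1, and -0.18 without *pry-1(mu38)* replicate 1, and -0.76 without *pry-1(mu38)* replicate 2. Zygotic embryo markers had a median of -0.74, which was -0.00047 without N2 replicate 2 and -0.90 without N2 replicate 1, and -0.36 without *pry-1(mu38)* replicate 1, and -1.16 without *pry-1(mu38)* replicate 2. Major sperm protein genes had a median of -0.35, which was 0.64 without N2 replicate 2 and -0.94 without N2 replicate 1, and -0.037 without *pry-1(mu38)* replicate 1, and -0.66 without *pry-1(mu38)* replicate 2. The adult cuticle collagens had a median of -0.70, which was -0.029 without N2 replicate 2 and -1.42 without N2 replicate 1. The maternal and early embryo markers had a median of -0.057 (camera's adjusted p = 0.737), which was 0.37 without N2 replicate 2 and -0.49 without N2 replicate 1, and 0.00047 without *pry-1(mu38)* replicate 1, and -0.027 without *pry-1(mu38)* replicate 2. The desaturases that the paper names had a median of -1.04, which was -1.50 without N2 replicate 2 and -0.37 without N2 replicate 1, and -0.63 without *pry-1(mu38)* replicate 1, and -1.61 without *pry-1(mu38)* replicate 2. The elongases that it names had a median of 0.11, which was -0.031 without N2 replicate 2 and 0.25 without N2 replicate 1, and 0.17 without *pry-1(mu38)* replicate 1, and 0.046 without *pry-1(mu38)* replicate 2. The WNT targets that the paper measured by qRT-PCR had a median of 0.33, which was 0.32 without N2 replicate 2 and 0.60 without N2 replicate 1, and 0.22 without *pry-1(mu38)* replicate 1. The log2 fold changes were 0.53 for *mab-5*, 0.33 for *egl-5* and 0.15 for *lin-39*, and the strains overlapped for *egl-5* and *lin-39*. Without N2 replicate 2 *egl-5* was at 0.099, and without *pry-1(mu38)* replicate 1 *lin-39* was at -0.071. By qRT-PCR the paper reports each of these genes as higher at L1. The other genes of its qPCR panel had a median of -0.35, which was -0.045 without N2 replicate 2 and -0.58 without N2 replicate 1. After quantile normalization the medians of the maternal and early embryo list and of the C-type lectins, and without a filter that of the sperm markers, were positive. Of these lists, replication, neuronal, ribosomal protein and histone genes passed camera's test, and none of them passed under fry or with an estimated correlation.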
